# Transcription Profiles of Endothelial Cells in the Rat Ductus Arteriosus during a Perinatal Period

**DOI:** 10.1371/journal.pone.0073685

**Published:** 2013-09-27

**Authors:** Norika Mengchia Liu, Tomohiro Yokota, Shun Maekawa, Ping Lü, Inbun Tei, Hideki Taniguchi, Utako Yokoyama, Takashi Kato, Susumu Minamisawa

## Abstract

Endothelial cells (ECs) lining the blood vessels serve a variety of functions and play a central role in the homeostasis of the circulatory system. Since the ductus arteriosus (DA) has different arterial characteristics from its connecting vessels, we hypothesized that ECs of the DA exhibited a unique gene profile involved in the regulation of DA-specific morphology and function. Using a fluorescence-activated cell sorter, we isolated ECs from pooled tissues from the DA or the descending aorta of Wistar rat fetuses at full-term of gestation (F group) or neonates 30 minutes after birth (N group). Using anti-CD31 and anti-CD45 antibodies as cell surface markers for ECs and hematopoietic derived cells, respectively, cDNAs from the CD31-positive and CD45-negative cells were hybridized to the Affymetrix GeneChip® Rat Gene 1.0 ST Array. Among 26,469 gene-level probe sets, 82 genes in the F group and 81 genes in the N group were expressed at higher levels in DA ECs than in aortic ECs (*p*<0.05, fold change>2.0). In addition to well-known endothelium-enriched genes such as Tgfb2 and Vegfa, novel DA endothelium-dominant genes including Slc38a1, Capn6, and Lrat were discovered. Enrichment analysis using GeneGo MetaCore software showed that DA endothelium-related biological processes were involved in morphogenesis and development. We identified many overlapping genes in each process including neural crest-related genes (Hoxa1, Hoxa4, and Hand2, etc) and the second heart field-related genes (Tbx1, Isl1, and Fgf10, etc). Moreover, we found that regulation of epithelial-to-mesenchymal transition, cell adhesion, and retinol metabolism are the active pathways involved in the network via potential interactions with many of the identified genes to form DA-specific endothelia. In conclusion, the present study uncovered several significant differences of the transcriptional profile between the DA and aortic ECs. Newly identified DA endothelium-dominant genes may play an important role in DA-specific functional and morphologic characteristics.

## Introduction

A wide variety of vascular biology studies in the past several decades have verified that the vascular endothelium plays a critical role in the homeostasis of the cardiovascular system. Endothelial cells (ECs) lining blood vessels form monolayers to cover the inner lumen of all types of the vessels in the normal state. The vascular endothelium regulates vasomotor tone by secretion of several vasoactive substances such as nitric oxide. It also mediates leukocyte trafficking and monocyte activation to control platelet adhesion and coagulation. In addition, it interacts with vascular smooth muscle to mediate proliferation and differentiation of smooth muscle cells (SMCs). ECs respond diversely to a variety of external or internal stimuli to alter membrane permeability, transcellular transport systems, membrane adhesive molecules, various growth factor secretions, and so on [1], [2]. These responses occur in order to fulfill the needs of tissues and maintain the homeostasis of the circulatory system. Endothelial phenotypic heterogeneity also plays an important role in the remodeling of the cardiovascular system where specific ECs are localized [3], [4].

The ductus arteriosus (DA), a fetal shunt artery between the pulmonary artery and the aorta, closes promptly after birth, although its connecting arteries remain open. The DA exhibits characteristics that are distinct from those of its connecting arteries. For example, the DA is more sensitive to the change in circulating oxygen concentration and prostaglandin E_2_ [5]–[7]. Since the changes in circulating oxygen concentration and prostaglandin E_2_ directly transduce the intravascular lumen where ECs surround its surface, ECs of the DA must play an important role in regulating these distinct characteristics. Accordingly, several studies have demonstrated the endothelium-dependent or independent vasoreaction of the DA [8]–[11]. Nonetheless, the majority of previous studies investigating molecular events in the DA utilized the whole DA tissue or cultured SMCs. Therefore, the role of DA ECs remains largely unknown. We hypothesized that the ECs of the DA exhibit a unique gene profile involved in DA-specific vasoconstriction and vascular remodeling. Recently, Weber et al. reported that they successfully isolated ECs from fetal rat DA using the immunomagnetic cell separation method and harvested the isolated ECs to further confirm their purity by flow cytometry analysis [12]. In the present study, we investigated gene expression differences in ECs between the DA and the aorta by using a combination of fluorescence-activated cell sorter (FACS) and DNA microarray experiments followed by further enrichment analysis using MetaCore GeneGo software.

## Materials and Methods

### Antibodies

FITC-conjugated anti-CD31 antibody was obtained from Abcam (Cambridge, MA, USA). APC/Cy7-conjugated anti-CD45, FITC-conjugated anti-control IgG, and APC/Cy7-conjugated anti-control IgG antibodies were obtained from Biolegend (San Diego, CA, USA).

### Animals

Timed-pregnant Wistar rats were purchased from Japan SLC, Inc. (Shizuoka, Japan). Rat fetuses at the 21st day of gestation as full-term were divided into two groups: fetuses before breathing (F group) and neonates obtained 30 minutes after breathing (N group). Animals in both groups were delivered by cesarean section. All animals were cared for in compliance with the American Physiological Society. The experiments were approved by the Ethical Committee on Animal Experiments of Waseda University.

### Fluorescence Activated Cell Sorter (FACS)

Pooled tissues from the DA or the aorta were obtained from three litters of timed-pregnant Wistar rats, which accounted for approximately thirty fetuses. Tissues were treated with collagenase-dispase enzyme mixture as described previously [13]. Approximately 1.0×10^6^ cells were obtained from combined whole DA tissues from the three litters. These cells were reacted with FITC-conjugated anti-CD31 and APC/Cy7-conjugated anti-CD45 antibodies as cell surface markers for EC and hematopoietic derivation cells, respectively. In order to confirm the nonspecific binding of antibodies to cells, we also prepared the cells reacted with a fluorescence conjugated anti-control IgG antibody. When dead cells reacted with PI solutions (Dojindo, Kumamoto, Japan), we found that about 30% of the cells (3.0×10^5^ cells) stained with PI solutions had died during isolation. The dead cells were then removed from further analysis. All cells were detected and sorted using BD FACSAria™II (Becton Dickinson, San Jose, CA, USA). In order to obtain as many cells as possible without affecting their purity, we set the FACS's sorting mode on “purity” in our cell sorter, which allowed the machine to automatically abort any possible forms of contamination, such as doublet cells, and to yield a purity of approximately more than 99%. In addition, we used the 100 µm size of the nozzle to decrease its sorting speed, which may contribute to an increase in accuracy. Therefore, we did not check the purity of the sorted endothelial cells by re-run, because the amount of ECs from rat DA was extremely small. The sorted cells were received by a 1.5 ml centrifuge tube containing 500 µl of DPBS (Wako, Osaka, Japan) and 0.4 µl of RNase inhibitor (Roche, Meylan, France).

### Quantitative real-time PCR (qRT-PCR)

The cell suspensions sorted by FACS were centrifuged at 300×g for 15 minutes, and the precipitation was quickly frozen in liquid nitrogen. Total RNA was extracted from the collected cells using an RNeasy micro kit (Qiagen, Valencia, CA, USA) according to the manufacturer's instructions. Total RNA was reverse-transcribed to cDNA using a High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA, USA). For quantitative RT-PCR analysis, sequences for PCR primers are listed in **Table 1**. qRT-PCR was performed using a Step One Real-time PCR System (Applied Biosystems) with Fast SYBR Green Master Mix (Applied Biosystems). The abundance of each gene was determined relative to an internal control using 18S rRNA. For each qRT-PCR experiment, which included an RT-negative control, we confirmed there was no non-specific amplification in any reaction.

**Table 1:** List of primer sequences used for quantitative RT-PCR.

Gene	NCBI	Primer sequence	
name*	Accession No.	Forward	Reverse
Tie2	NM_001105737.1	GGACAGTGCTCCAACCAAAT	CATCCCCAAAGTAAGGCTCA
γ2-actin	NM_012893.1	ATGTGGATCAGCAAGCCAGAG	GGTTTTAATGATCTGTGACTGGTGA
Ednra	NM_012550.2	CAACGGACCATCGCAGGAGCTTG	GGAGCCAGACGGAGCCTGAGC
Slc38a1	NM_138832.1	GTCCTGCCAATCTACAGCGA	GTACCCAAAGATGGCGGTCA
Lrat	NM_022280.2	CAGGCTGAGAAGTTTCACGA	CATCCACAAGCAGAACGGGA
18S	NR_003278.3	AGCCTGAGAAACGGCTACC	TCCCAAGATCCAACTACGAG
GAPDH	NM_017008.4	AGGTCGGTGTGAACGGATTTG	TGTAGACCATGTAGTTGAGGTCA

* The mRNA descriptions are listed below;

Tie2: TEK tyrosine kinase, endothelial; γ2-actin: actin, gamma 2, smooth muscle, enteric; Ednra: endothelin receptor type A; Slc38a1: solute carrier family 38, member 1; Lrat: lecithin-retinol acyltransferase; 18S: 18S ribosomal RNA; GAPDH: glyceraldehyde-3-phosphate dehydrogenase.

### DNA microarray procedure

We repeated FACS sorting ten times for each developmental group (30 litters used in total) in order to accumulate enough total RNA (∼100 ng). Then, cDNA was generated using the WT Expression Kit (Ambion, Austin, TX, USA) in accordance with the manufacturer's protocol. Briefly, a total of 100 ng of total RNA was reverse-transcribed to cDNA, which was subsequently used as a template for an *in vitro* transcription reaction. Sense-strand cDNA that contains dUTP was synthesized by amplified cRNA. We used the Affymetrix GeneChip® WT Terminal Labeling Kit (Affymetrix, Santa Clara, CA, USA) to recognize the dUTP and to fragment the cDNA with uracil-DNA glycosylase (UDG) and apurinic/apyrimidinic endonuclease 1 (APE1). These fragmented cDNAs were then labeled through a terminal deoxy-transferase reaction and hybridized to the Affymetrix GeneChip® Rat Gene 1.0 ST Array (Affymetrix). The hybridization experiments were performed in triplicate (approximately 180 litters were needed in total), and the intensities were averaged.

### Microarray data analysis

Of the 26,469 genes on the microarray, 14,944 were excluded based on aberrant low signals as determined by the poly-A spike of *lys* (probe set ID: 10700066) expression, the smallest composition out of the poly-A RNA control cocktail, which was added in each total RNA sample. All remaining gene probes were analyzed for their differential expression between the DA and the aorta at each developmental stage. Initially, we calculated the *p* value by Student's *t*-test across each group, and the data were cut off at *p*<0.05. For a more robust differential analysis between the DA and the aorta, we selected the genes that had more than a 2.0-fold change (|FC|≧2.0). Genes that went through these analyses were considered significant. Genes were further analyzed for enriched biological themes and pathways using the MetaCore program (GeneGo, a division of Thomson Reuters, St. Joseph, MI, USA). The program ranked the significant ontology and pathways dominant in DA ECs in each developmental stage by importing whole expression results (excluding aberrantly low expressed genes) from the microarray. MetaCore is an established program that includes a manually annotated database of gene interactions and metabolic reactions obtained from scientific literature. The enrichment analysis of the biological process was based on the hypergeometric distribution algorithm and relevant pathway maps were then prioritized according to their statistical significance [14]. The complete data set of the DNA microarray is available in the GEO database (accession number: GSE40500).

### Statistical treatment

Data are presented as mean ± standard error (SEM) or independent experiments. Statistical analyses were performed between two groups by unpaired two-tailed *t* test or unpaired *t* test with Welch correction, and among multiple groups by one-way analysis of variance (ANOVA) followed by Neuman-Keuls multiple comparison test. A *p* value of <0.05 was considered significant.

## Results

### Endothelial cells were purely isolated from rat DA tissues

At least 10,000 of the cells (approximately 1% of the initially isolated cells) were sorted in anti-CD31 positive and anti-CD45 negative areas (CD31^+^/CD45^−^) from the pooled DA tissues of three litters of timed-pregnant Wistar rats (**Figure 1A**). No cell in the CD31^+^ area reacted with an anti-IgG antibody (**Figure 1B**), indicating that no false positive cells were contained in the CD31^+^/CD45^−^ cells believed to be ECs. We also assumed that CD31^−^/CD45^−^ cells mainly consisted of SMCs. The detailed gating strategies of FACS sorting are shown in **Figure S1**. To confirm the purity of FACS isolation, we examined the expression levels of EC-specific and SMC-specific genes by qRT-PCR. The expression levels of Tie2 mRNA, an EC-specific gene, were significantly higher in CD31^+^/CD45^−^ cells than in CD31^−^/CD45^−^ cells (*p*<0.05, n = 5) (**Figure 2A**). The expression levels of γ2-actin and endothelin-1 receptor Ednra mRNAs, SMC-specific genes, were significantly lower in CD31^+^/CD45^−^ cells than in CD31^−^/CD45^−^ cells (*p*<0.001, n = 3∼5) (**Figures 2B and 2C** **, respectively**). Therefore, we concluded that a FACS could isolate pure ECs in the CD31^+^/CD45^−^ area without contamination.

**Figure 1:**
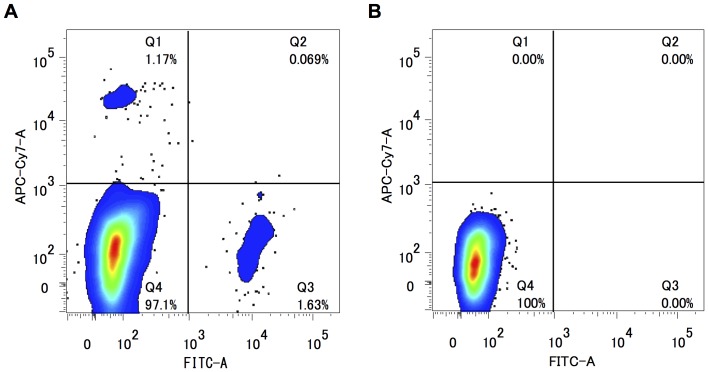
CD31+ cells successfully divided from whole tissue by FACS. A) Population of cells reacted with FITC-conjugated anti-CD31 antibody (CD31) and APC/Cy7-conjugated anti-CD45 antibody (CD45). CD31−/CD45−: consisting mainly of SMCs, CD31+/CD45−: consisting entirely of ECs B) Population of cells reacted with fluorescence conjugated anti-control IgG antibodies in order to confirm the nonspecific binding of antibodies.

**Figure 2:**
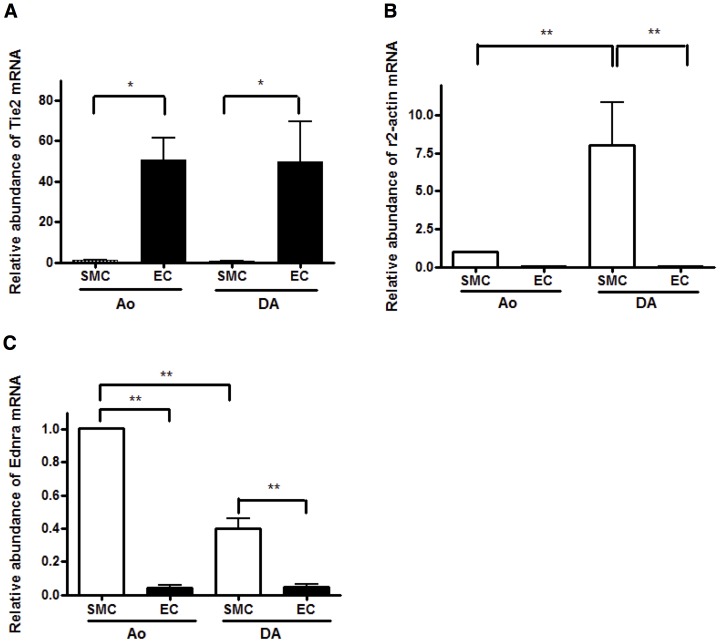
Obvious differences in gene expression between sorted ECs and SMCs. A) The expression levels of Tie2 mRNA were significantly higher in ECs than in SMCs. (*p<0.05, n = 5) B) The expression levels of γ2-actin mRNA were significantly lower in ECs than in SMCs. (**p<0.001, n = 5) C) The expression levels of Ednra mRNA were significantly lower in ECs than in SMCs. (**p<0.001, n = 3).

### Identification of DA-specific genes in ECs

Among over 26,469 gene-level probe sets, we found that 82 genes in the F group and 81 genes in the N group were expressed more than 2-fold in ECs of the DA than in ECs of the aorta (*p*<0.05) (**Table 2** **,** **Figure 3A**). Among these DA dominant genes, 71 genes were expressed more than 2-fold in ECs of the DA in both groups. On the other hand, 65 genes in the F group and 52 genes in the N group were expressed more than 2-fold in ECs of the aorta than in ECs of the DA (*p*<0.05) (**Table 3** **,** **Figure 3B**). Among these aorta dominant genes, 43 genes were expressed more than 2-fold in ECs of the aorta in both groups. 

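The array experiment compared ECs that had been sorted by FACS as CD31-positive and CD45-negative cells from the DA and from the aorta, in the F group before breathing and in the N group after breathing. There were 4 groups with 3 arrays each, 12 arrays in all, and the RNA on each array was pooled from many litters, so the p-values measure the spread between such pools. The paper counts litters per developmental group and not per vessel, so DA and aorta arrays of a stage may share litters. The main fit treats the arrays as unpaired, and its p-values include any spread shared by arrays of a replicate number. The deposited table held log2 signals of 26468 probe sets of the Rat Gene 1.0 ST array, already summarised and normalized by the authors, and the method of that step is not given in the sources used here. The medians of the 12 arrays lay between 5.63 and 5.76 on the log2 scale. No further normalization was applied. Probe sets whose mean log2 signal over the 12 arrays reached that of the lys spike were tested, 18690 in all, with limma fitted to the 4 group means. A probe set was called at an adjusted p under 0.05 (Benjamini-Hochberg), and the number of arrays limits the precision. Adjusted p-values of gene lists came from camera with a preset inter-gene correlation of 0.01, adjusted over the 26 lists, and are followed by the value with an estimated correlation where that ended the call. The ranges over alternatives include some chosen after the data were seen, among them the replicate number as a block with an estimated correlation.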

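A transcription factor, a guidance molecule and a cation channel were among the genes highest in ECs of the DA relative to the aorta. Tbx20, a T-box transcription factor of the developing heart, had a log2 fold change of 3.52 (standard error 0.16, adjusted p = 2.62e-07) in the F group and 3.94 (standard error 0.16, adjusted p = 1.35e-07) in the N group from limma, with 3 arrays per group. Sema3a, a secreted guidance molecule of axons and vessels, was higher by 3.41 (standard error 0.25, adjusted p = 1.12e-05) in F and by 3.47 (standard error 0.25, adjusted p = 1.35e-05) in N. Capn6, a calpain-family protein, was higher by 3.03 in F and 2.59 in N, and Car8, a relative of the carbonic anhydrases, by 2.56 and 2.30. Ifitm1, an interferon-induced membrane protein, Gdf6, a ligand of the BMP family, and Trpc5, a cation channel, were higher by 2.29, 2.27 and 2.24 in F and by 2.00, 1.96 and 1.92 in N. In all, 278 probe sets were higher in the DA in F and 236 in N, of which 103 and 98 differed at least 2-fold. The methods' t-test at an unadjusted p under 0.05 gave 105 and 99 at least 2-fold higher. With the replicate number as a block, the counts at any fold were 737 in F and 558 in N, against 29 and 20 by the methods' t-test after Benjamini-Hochberg adjustment, and they moved by over 1.5 times in F without aorta F replicate 3 (183) and in N without aorta N replicates 1 and 2 (156 and 150) and DA N replicate 2 (141). Tbx20 and Sema3a were below the lys spike on at least 1 array.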

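Genes higher in the DA in the F group were largely higher in the N group as well. Cxadr, an adhesion protein of tight junctions, had a log2 fold change of 1.87 (standard error 0.18, adjusted p = 7.44e-05) in F and of 1.75 (standard error 0.18, adjusted p = 0.000152) in N, 3 arrays per group (limma). P4ha1, a prolyl hydroxylase subunit of collagen synthesis, was higher by 1.52 in F and 1.53 in N. Lgr5, a receptor for R-spondins in Wnt signalling, was higher by 1.80 and 1.50, and Ptx3, a secreted pentraxin of innate immunity, by 2.10 and 1.65. The probe sets at least 2-fold higher in the DA in both groups numbered 86, and 76 of them carried a single gene symbol. The methods' t-test gave 87 at an unadjusted p under 0.05 and 6 after Benjamini-Hochberg adjustment. For limma, independence would give 0.54. The F and N comparisons share no arrays, but both came from one fit and arrays of the same replicate number correlated. They are therefore not independent, and the count by independence is not the value for no change. No probe set passed the test in opposite directions in F and N without the block. Across all probe sets tested, which are not independent replicates, the log2 fold changes in F and N correlated at r = 0.80.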

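Signalling modulators and surface proteins were among the genes lowest in ECs of the DA relative to the aorta. Dkk2, a secreted modulator of Wnt signalling, had a log2 fold change of -3.18 (standard error 0.32, adjusted p = 8.45e-05) in F and -2.89 (standard error 0.32, adjusted p = 0.000213) in N (limma, 3 arrays per group). Il33, a nuclear cytokine of the interleukin-1 family, was lower at -3.08 in F and -2.67 in N. Anpep, a membrane aminopeptidase, stood at -2.64 (standard error 0.14, adjusted p = 1.89e-06) in F and -2.61 (standard error 0.14, adjusted p = 2.17e-06) in N. Gpr126, an adhesion-type receptor, was at -2.71 and -2.42, and Sfrp2, another secreted Wnt modulator, at -1.99 over both stages. Altogether 427 probe sets were lower in the DA in F and 350 in N, 154 and 139 of them at least 2-fold. By the methods' t-test at an unadjusted p under 0.05, 157 and 143 were at least 2-fold lower. The replicate block gave 1214 in F and 800 in N, the methods' t-test after Benjamini-Hochberg adjustment gave 38 and 24, and the counts moved by over 1.5 times in F without aorta F replicate 2 (280) and in N without aorta N replicates 1 and 2 (188 and 221) and DA N replicate 2 (177). Dkk2 and Il33 were below the lys spike on at least 1 array.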

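Inflammatory endothelial genes shifted down in the DA as a group over both stages by camera at the preset correlation. The call ended with an estimated correlation (adjusted p = 0.0926). Of the 13 inflammatory endothelial genes measured, 7 were lower, 1 was higher and 5 did not pass the test (1 higher and 8 lower when adjusted over the list alone). Il6, a cytokine, had a log2 fold change of -1.64 (standard error 0.18, adjusted p = 8.01e-05) over 6 DA and 6 aorta arrays (limma), and Vcam1, an adhesion molecule for leukocytes, of -1.52 (standard error 0.09, adjusted p = 8.07e-07). Cxcl10 and Cxcl1, both chemokines, were lower at -0.90 and -0.79, while Selp, the leukocyte receptor P-selectin, was higher at 0.31, a call lost without any 1 array but DA F replicate 3 and aorta N replicate 3 (0.0576 to 0.131), adjusted p in brackets. The median of the list was -0.48 (camera, down, adjusted p = 4.35e-06, 0.0926 with an estimated correlation and 4.72e-07 to 0.205 over the alternatives). Immediate early and heat shock genes went the same way, 20 of 20 and 8 of 10 below 0, though only 7 and 3 passed limma's test. Both list calls by camera ended with an estimated correlation (adjusted p = 0.0926 and 0.429). In the same comparison endothelial markers were called down, and smooth muscle and fibroblast lists up (camera, adjusted p = 0.00197, 0.000462 and 0.0088). These calls ended with an estimated correlation too (0.147, 0.129 and 0.181). Whether the share of endothelial cells in the sorts bears on the inflammatory list was not tested. Among 21 prostaglandin and vasoactive genes, 6 were lower and 1 was higher (1 higher and 7 lower when adjusted over the list alone). Gucy1a1, a subunit of the soluble guanylate cyclase that senses nitric oxide, stood at -1.70, Abcc4, an exporter of cyclic nucleotides and prostaglandins, at -1.18, and Pde5a, which degrades cyclic GMP, at 0.54. Ptgs2, the inducible cyclooxygenase of prostaglandin synthesis, was lower at -1.05 in F and -0.95 in N, and Slco2a1, a prostaglandin transporter, at -0.65 over both stages. That list also shifted down (camera, down, adjusted p = 0.00225, 0.0882 with an estimated correlation and 0.000272 to 0.205 over the alternatives). Its estimated correlation was -0.00829, below the preset 0.01, so a higher correlation did not end that call. The probe sets at least 2-fold lower in the DA in both groups numbered 112. The methods' t-test gave 114 at an unadjusted p under 0.05 and 6 after Benjamini-Hochberg adjustment. For limma, independence would give 1.15, an assumption not met here. Of the 112, 75 carried a single gene symbol. Gucy1a1 was below the lys spike on at least 1 array.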

Importantly, the majority of the genes in **Table 2** and **3** have never been reported previously as DA-related genes. We found only a limited number of the well-known endothelium-related genes such as transforming growth factor-beta 2 (Tgfb2) and vascular endothelial growth factor A (Vegfa). 

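Most endothelial markers did not pass the test between the vessels, and Tgfb2 and Vegfa were higher in the DA. Tgfb2, a ligand of the transforming growth factor family, had a log2 fold change of 1.32 (standard error 0.13, adjusted p = 6.86e-05) in F and 1.12 (standard error 0.13, adjusted p = 0.000268) in N (limma, 3 arrays per group). Vegfa, the main growth factor of endothelium, was higher by 1.29 (standard error 0.14, adjusted p = 0.000189) in F and 1.23 (standard error 0.14, adjusted p = 0.000323) in N. Over both stages, 14 of 17 endothelial markers did not pass the test, 3 were lower and 0 were higher (0 higher and 3 lower when adjusted over the list alone). The lower ones were Plvap, a protein of endothelial diaphragms, at -0.77, Cldn5, a tight junction claudin, at -0.62, and Flt1, a VEGF receptor, at -0.55. Tek, the Tie2 receptor, had a value of -0.16 (standard error 0.10, adjusted p = 0.463). The list's median was -0.16 (camera, down, adjusted p = 0.00197, 0.147 with an estimated correlation and 0.000194 to 0.233 over the alternatives). Of 16 genes of arterial identity, 4 were lower, among them Acvrl1, a receptor of the BMP and TGF family, at -0.85, and 2 were higher, Nrp1 and Unc5b, both receptors of guidance cues, the call of Unc5b being lost without any 1 array but aorta F replicate 2, aorta N replicate 3 and DA N replicate 1 (0.0726 to 0.122) (2 higher and 6 lower when adjusted over the list alone; camera, down, adjusted p = 0.0165, 0.181 with an estimated correlation and 0.0071 to 0.356 over the alternatives). None of 9 venous and lymphatic markers passed the test over all probe sets (1 higher and 0 lower when adjusted over the list alone; camera, down, adjusted p = 0.943, with a median of 0.015 but a mean of -0.07).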

Validation of the results from the DNA microarray, qRT-PCR was performed with Slc38a1 and Lrat, the genes with the most significant difference between the DA and the aorta at both developmental stages (**Figure S2**).

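On the arrays, the signals of Slc38a1 and Lrat in the DA lay above every aortic array in each group. Slc38a1, a transporter of glutamine and other neutral amino acids, had log2 signals of 8.16 ± 0.11 in the DA and 5.29 ± 0.30 in the aorta in F (SD, n = 3 arrays), and of 8.17 ± 0.16 and 5.40 ± 0.30 in N. These are folds of 7.31 in F and 6.81 in N (limma, adjusted p = 3.78e-06 and 1.04e-05). Lrat, which esterifies retinol for storage, had log2 signals of 9.78 ± 0.12 in the DA and 6.98 ± 0.40 in the aorta in F, and of 9.61 ± 0.09 and 7.24 ± 0.14 in N. Its folds were 6.98 in F and 5.15 in N (limma, adjusted p = 3.78e-06 and 1.35e-05).

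**Figure D1:**
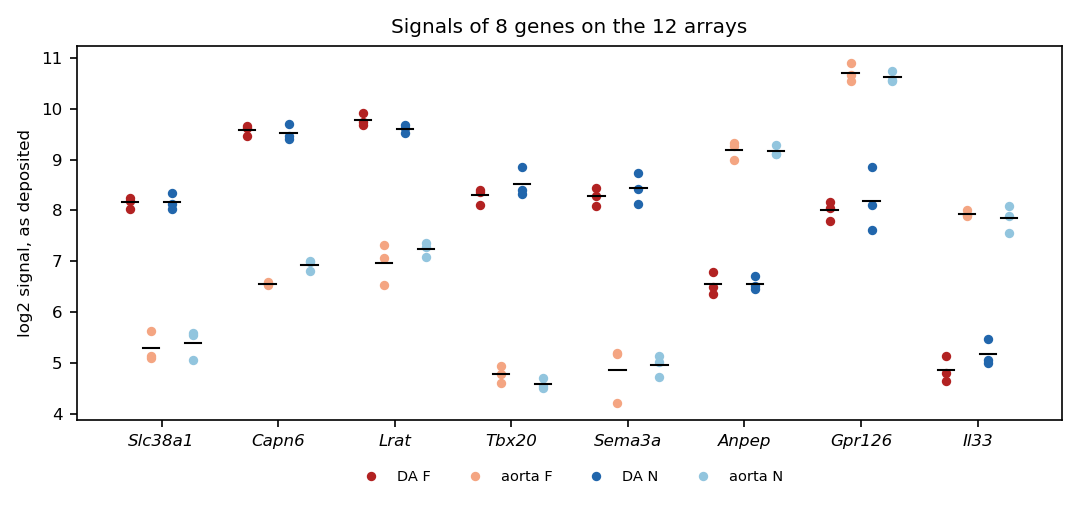
Log2 signals, as deposited, of 8 genes on the 12 arrays. Each point is 1 array of the DA or the aorta in F or N, and each black line is the mean of 3 arrays. Slc38a1, Capn6, Lrat, Tbx20 and Sema3a sit higher on the DA arrays, and Anpep, Gpr126 and Il33 sit higher on the aortic arrays, in both F and N.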

**Figure 3:**
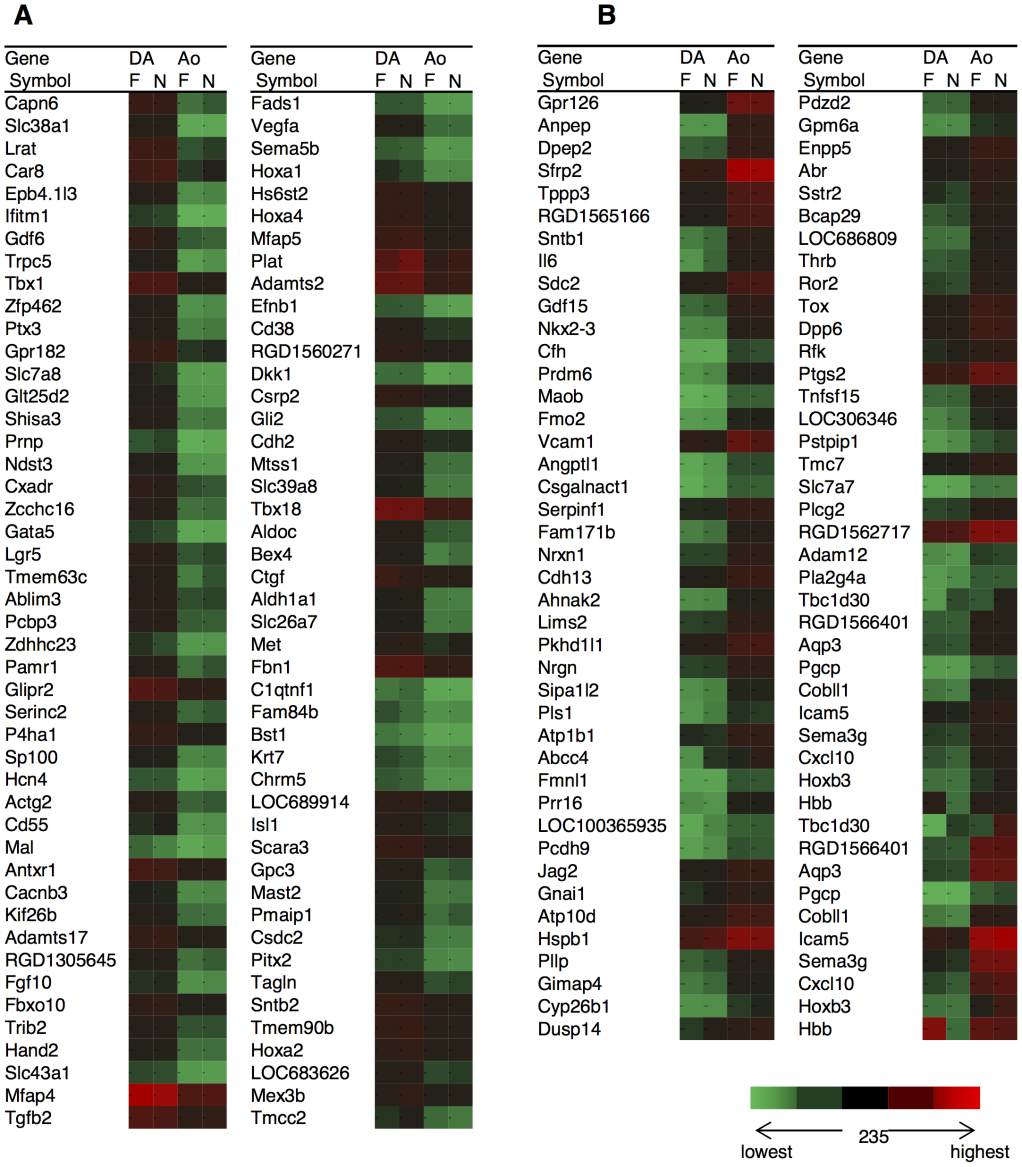
Color scale table imitating heat maps of DA dominant genes and Ao dominant genes. The listed genes in A) and B) are the same as in Table 2 and Table 3, respectively. The color scale is based on their expression intensities. The green or red color indicates the lowest or the highest expression levels, respectively. The midpoint shown as a dark color represents 235 since it is the average of whole gene expression.

**Table 2:** DA endothelium-dominant genes.

Probe	mRNA	Gene	Fold change (DA/Ao)	
set ID	Description	Symbol	F	N
10906592	solute carrier family 38, member 1	Slc38a1	7.31	6.81
10932759	calpain 6	Capn6	8.18	6.04
10823949	lecithin-retinol acyltransferase	Lrat	6.98	5.15
10875375	carbonic anhydrase 8	Car8	5.88	4.94
10925936	erythrocyte protein band 4.1-like 3	Epb4.1l3	5.05	4.27
10764702	similar to glycosyltransferase 25 domain containing 2	Glt25d2	3.90	4.18
10903177	G protein-coupled receptor 182	Gpr182	4.12	4.12
10712171	interferon induced transmembrane protein 1	Ifitm1	4.89	3.99
10867593	growth differentiation factor 6	Gdf6	4.82	3.89
10752295	T-box 1	Tbx1	4.69	3.80
10932726	transient receptor potential cation channel, subfamily C, member 5	Trpc5	4.73	3.78
10869158	similar to zinc finger protein 462	Zfp462	4.52	3.53
10840076	prion protein	Prnp	3.70	3.52
10826561	similar to N-deacetylase/N-sulfotransferase (heparan glucosaminyl) 3	Ndst3	3.69	3.36
10749983	coxsackie virus and adenovirus receptor	Cxadr	3.65	3.36
10937327	similar to zinc finger, CCHC domain containing 5	Zcchc16	3.63	3.32
10783648	solute carrier family 7, member 8	Slc7a8	3.95	3.25
10776676	shisa homolog 3 (Xenopus laevis)	Shisa3	3.76	3.16
10815785	pentraxin related gene	Ptx3	4.28	3.14
10829418	poly(rC) binding protein 3	Pcbp3	3.01	3.10
10714323	aldehyde dehydrogenase 1 family, member A1	Aldh1a1	2.19	3.08
10924824	SP100 nuclear antigen	Sp100	2.83	3.00
10863549	actin, gamma 2, smooth muscle, enteric	Actg2	2.76	2.96
10852378	GATA binding protein 5	Gata5	3.60	2.91
10931308	prolyl 4-hydroxylase, alpha polypeptide I	P4ha1	2.86	2.89
10804750	similar to Actin-binding LIM protein 3	Ablim3	3.15	2.88
10902420	leucine rich repeat containing G protein coupled receptor 5	Lgr5	3.49	2.84
10862554	31 kDa protein	Hoxa4	2.42	2.77
10767388	Cd55 molecule	Cd55	2.75	2.76
10868627	similar to GLI pathogenesis-related 2	Glipr2	2.87	2.75
10934173	ephrin B1	Efnb1	2.35	2.66
10876507	similar to F-box only protein 10	Fbxo10	2.56	2.65
10935038	brain expressed gene 4	Bex4	2.2	2.62
10837351	solute carrier family 43, member 1	Slc43a1	2.52	2.60
10707862	similar to ADAM metallopeptidase with thrombospondin type 1 motif, 17 preproprotein	Adamts17	2.61	2.60
10880095	serine incorporator 2	Serinc2	2.87	2.56
10838117	peptidase domain containing associated with muscle regeneration 1	Pamr1	2.95	2.55
10886162	transmembrane protein 63c	Tmem63c	3.49	2.53
10745095	aldolase C, fructose-bisphosphate	Aldoc	2.22	2.51
10833152	cysteine and glycine-rich protein 2	Csrp2	2.31	2.48
10739927	C1q and tumor necrosis factor related protein 1	C1qtnf1	2.15	2.48
10858499	microfibrillar associated protein 5	Mfap5	2.42	2.46
10792421	plasminogen activator, tissue	Plat	2.41	2.46
10853819	met proto-oncogene	Met	2.17	2.44
10791504	heart and neural crest derivatives expressed 2	Hand2	2.52	2.42
10713857	fatty acid desaturase 1	Fads1	2.46	2.38
10899023	calcium channel, voltage-dependent, beta 3 subunit	Cacnb3	2.67	2.38
10863777	anthrax toxin receptor 1	Antxr1	2.70	2.37
10813172	fibroblast growth factor 10	Fgf10	2.58	2.37
10939764	glypican 3	Gpc3	2.04	2.36
10766082	kinesin family member 26B	Kif26b	2.65	2.35
10896751	metastasis suppressor 1	Mtss1	2.27	2.35
10921772	vascular endothelial growth factor A, transcript variant 1	Vegfa	2.45	2.34
10733258	ADAM metallopeptidase with thrombospondin type 1 motif, 2	Adamts2	2.40	2.30
10910473	hyperpolarization activated cyclic nucleotide-gated potassium channel 4	Hcn4	2.81	2.29
10751190	zinc finger, DHHC-type containing 23	Zdhhc23	2.96	2.24
10777232	CD38 molecule	Cd38	2.34	2.21
10919175	T-box18	Tbx18	2.23	2.21
10803323	cadherin 2	Cdh2	2.28	2.20
10939725	similar to Heparan-sulfate 6-O-sulfotransferase 2	Hs6st2	2.44	2.19
10922964	similar to esophageal cancer related gene 4 protein	RGD1305645	2.60	2.17
10770577	transforming growth factor, beta 2	Tgfb2	2.50	2.17
10875581	solute carrier family 26, member 7	Slc26a7	2.18	2.17
10734242	microfibrillar-associated protein 4	Mfap4	2.51	2.15
10889263	tribbles homolog 2 (Drosophila)	Trib2	2.55	2.11
10767077	GLI family zinc finger 2	Gli2	2.29	2.11
10921428	similar to inhibitor of MyoD family-a	RGD1560271	2.34	2.10
10819269	solute carrier family 39 (zinc transporter), member 8	Slc39a8	2.23	2.08
10784579	scavenger receptor class A, member 3	Scara3	2.04	2.05
10849327	fibrillin 1	Fbn1	2.15	2.04
10729667	dickkopf homolog 1 (Xenopus laevis)	Dkk1	2.32	2.02
10767597	similar to transmembrane and coiled-coil domains 2	Tmcc2	1.54	2.48
10888610	similar to limb-bud and heart	LOC683626	1.71	2.24
10818989	paired-like homeodomain 2, transcript variant 2	Pitx2	1.96	2.14
10917034	transgelin	Tagln	1.95	2.13
10708399	similar to ring finger and KH domain containing 3	Mex3b	1.68	2.12
10840613	transmembrane protein 90B	Tmem90b	1.85	2.11
10807601	syntrophin, beta 2	Sntb2	1.93	2.02
10862547	homeo box A2	Hoxa2	1.76	2.01
10898022	cold shock domain containing C2, RNA binding	Csdc2	1.97	2.00
10802375	phorbol-12-myristate-13-acetate-induced protein 1	Pmaip1	1.99	2.00
10849700	mal, T-cell differentiation protein	Mal	2.71	1.51
10754454	semaphorin 5B	Sema5b	2.44	1.93
10862541	homeo box A1	Hoxa1	2.44	1.95
10717233	connective tissue growth factor	Ctgf	2.19	1.29
10903979	similar to breast cancer membrane protein 101 isoform 1	Fam84b	2.15	1.51
10777242	bone marrow stromal cell antigen 1	Bst1	2.12	1.68
10899405	Keratin, type II cytoskeletal 7	Krt7	2.09	1.66
10848165	cholinergic receptor, muscarinic 5	Chrm5	2.09	1.89
10871043	similar to C05G5.5	LOC689914	2.07	1.89
10821486	ISL LIM homeobox 1	Isl1	2.05	1.93
10878845	microtubule associated serine/threonine kinase 2	Mast2	2.02	1.93

Eighty two genes in the F group and 81 genes in the N group were expressed more than 2-fold in ECs of the DA than in ECs of the aorta (*p*<0.05). Among these DA dominant genes, 71 genes were expressed more than 2-fold in ECs of the DA in both groups (above the thick line). F: fetuses before breathing; N: neonates obtained 30 minutes after breathing.

**Table 3:** Aorta endothelium-dominant genes.

Probe	mRNA	Gene	Fold change (DA/Ao)	
set ID	Description	Symbol	F	N
10722992	alanyl (membrane) aminopeptidase	Anpep	0.16	0.16
10716939	similar to G protein-coupled receptor 126	Gpr126	0.15	0.19
10816144	secreted frizzled-related protein 2	Sfrp2	0.25	0.25
10810778	dipeptidase 2	Dpep2	0.25	0.28
10730266	NK2 transcription factor related, locus 3 (Drosophila)	Nkx2–3	0.33	0.28
10731622	similar to MGC45438 protein	RGD1565166	0.26	0.28
10810631	tubulin polymerization-promoting protein family member 3	Tppp3	0.26	0.29
10787517	growth differentiation factor 15	Gdf15	0.32	0.31
10896020	syndecan 2	Sdc2	0.31	0.33
10769370	flavin containing monooxygenase 2	Fmo2	0.35	0.34
10826249	vascular cell adhesion molecule 1	Vcam1	0.35	0.35
10768269	complement factor H	Cfh	0.34	0.35
10903816	syntrophin, beta 1	Sntb1	0.27	0.36
10801683	proline rich 16	Prr16	0.42	0.36
10769476	ATPase, Na+/K+ transporting, beta 1 polypeptide	Atp1b1	0.41	0.37
10801761	similar to PR-domain zinc finger protein 6	Prdm6	0.34	0.37
10744939	serine (or cysteine) peptidase inhibitor, clade F, member 1	Serpinf1	0.37	0.38
10859799	interleukin 6	Il6	0.27	0.39
10892352	similar to Jagged-2 precursor	Jag2	0.44	0.40
10800696	LIM and senescent cell antigen like domains 2	Lims2	0.40	0.41
10888368	neurexin 1	Nrxn1	0.37	0.41
10916228	neurogranin	Nrgn	0.40	0.42
10932211	monoamine oxidase B, nuclear gene encoding mitochondrial protein	Maob	0.35	0.42
10808274	cadherin 13	Cdh13	0.38	0.42
10738676	formin-like 1	Fmnl1	0.42	0.42
10863608	cytochrome P450, family 26, subfamily b, polypeptide 1	Cyp26b1	0.46	0.42
10785846	ATP-binding cassette, sub-family C (CFTR/MRP), member 4	Abcc4	0.41	0.44
10892330	similar to AHNAK nucleoprotein isoform 1	Ahnak2	0.38	0.45
10837310	similar to KIAA1946	Fam171b	0.37	0.45
10896405	polycystic kidney and hepatic disease 1-like 1	Pkhd1l1	0.40	0.45
10791552	glycoprotein m6a	Gpm6a	0.46	0.45
10764862	angiopoietin-like 1	Angptl1	0.37	0.46
10782454	thyroid hormone receptor beta	Thrb	0.48	0.46
10822007	PDZ domain containing 2	Pdzd2	0.46	0.47
10726371	similar to ADAM 12 precursor	Adam12	0.50	0.48
10811956	signal-induced proliferation-associated 1 like 2	Sipa1l2	0.41	0.48
10739364	somatostatin receptor 2	Sstr2	0.47	0.48
10790939	similar to KIAA1683	LOC306346	0.49	0.48
10797499	receptor tyrosine kinase-like orphan receptor 2	Ror2	0.48	0.49
10704840	similar to protein 7 transactivated by hepatitis B virus X antigen	LOC686809	0.47	0.49
10805996	plasma membrane proteolipid (plasmolipin)	Pllp	0.45	0.49
10776608	similar to Probable phospholipid-transporting ATPase VD	Atp10d	0.45	0.5
10859886	dipeptidylpeptidase 6	Dpp6	0.48	0.50
10724315	hemoglobin, beta	Hbb	1.21	0.44
10896028	plasma glutamate carboxypeptidase	Pgcp	0.53	0.47
10771655	chemokine (C-X-C motif) ligand 10	Cxcl10	0.61	0.48
10737730	homeo box B3	Hoxb3	0.64	0.48
10845767	Cobl-like 1	Cobll1	0.54	0.49
10886816	cDNA clone IMAGE:8372043.	RGD1566401	0.5	0.49
10908328	intercellular adhesion molecule 5, telencephalin	Icam5	0.56	0.49
10876069	aquaporin 3	Aqp3	0.51	0.50
10786646	semaphorin 3G	Sema3g	0.56	0.50
10736520	active BCR-related gene	Abr	0.46	0.54
10889560	B-cell receptor-associated protein 29	Bcap29	0.47	0.63
10787757	chondroitin sulfate N-acetylgalactosaminyltransferase 1	Csgalnact1	0.37	0.52
10834031	dual specificity phosphatase 14	Dusp14	0.46	0.54
10926651	ectonucleotide pyrophosphatase/phosphodiesterase 5	Enpp5	0.46	0.52
10855387	GTPase, IMAP family member 4	Gimap4	0.45	0.58
10853229	guanine nucleotide binding protein (G protein), alpha inhibiting 1	Gnai1	0.45	0.55
10761128	heat shock protein 1	Hspb1	0.45	0.62
10833346	cDNA clone MGC:188337 IMAGE:7453022	LOC100365935	0.42	0.66
10785523	similar to Protocadherin 9 precursor isoform 3	Pcdh9	0.43	0.58
10768376	phospholipase A2, group IVA (cytosolic, calcium-dependent)	Pla2g4a	0.50	0.63
10811347	phospholipase C, gamma 2	Plcg2	0.49	0.51
10919354	plastin 1 (I isoform)	Pls1	0.41	0.57
10910204	proline-serine-threonine phosphatase-interacting protein 1	Pstpip1	0.49	0.51
10764551	prostaglandin-endoperoxide synthase 2	Ptgs2	0.48	0.52
10934662	riboflavin kinase	Rfk	0.48	0.56
10753629	126 kDa protein	RGD1562717	0.49	0.55
10783537	solute carrier family 7, member 7	Slc7a7	0.49	0.56
10902696	similar to CG3996-PA	Tbc1d30	0.50	0.63
10725253	similar to Tmc7 protein	Tmc7	0.49	0.51
10877532	tumor necrosis factor (ligand) superfamily, member 15	Tnfsf15	0.48	0.54
10875363	thymocyte selection-associated high mobility group box	Tox	0.48	0.51

Sixty five genes in the F group and 52 genes in the N group were expressed more than 2-fold in ECs of the aorta than in ECs of the DA (*p*<0.05). Among these aorta dominant genes, 43 genes were expressed more than 2-fold in ECs of the aorta in both groups(above the thick line). F: fetuses before breathing; N: neonates obtained 30 minutes after breathing.

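Few genes of ECs of the DA passed the test between N and F. In the DA, 1 of 18690 probe sets passed limma's test between N and F, Tbc1d30, and 375 had an unadjusted p under 0.05, 227 of them higher in N. In the aorta, limma called 0 probe sets (smallest adjusted p = 0.464), with 257 at an unadjusted p under 0.05, and the methods' t-test called 7 in the DA and 1 in the aorta at an unadjusted p under 0.05 with a fold of at least 2, and 0 in either after Benjamini-Hochberg adjustment. The standard deviation of the log2 fold changes over all probe sets was 0.16 in the DA and 0.14 in the aorta between N and F, against 0.31 between the vessels in F and 0.28 in N. Erythroid genes shifted down in N in the DA by camera without single members passing the test over all probe sets. Of the 5 genes, 3 were lower in N when adjusted over the list alone, the globin gene Hbb at -1.54, Hbb-b1 at -1.04 and Alas2, the first enzyme of erythroid heme synthesis, at -0.55 (camera, down, adjusted p = 9.97e-07, 0.0269 with an estimated correlation and 3.18e-08 to 0.351 over the alternatives). The call ended with that correlation and the replicate number as a block together, a choice made after the data were seen (adjusted p = 0.351), and fry did not call the list (adjusted p = 0.078). With the replicate number as a block, 10 probe sets passed in the DA and 3 in the aorta, and the limma count in the DA changed without aorta F replicates 2 and 3 (0 and 0), DA F replicates 1, 2 and 3 (4, 0 and 0), aorta N replicates 1 and 2 (0 and 0) and DA N replicates 1 and 2 (0 and 0). Array weights gave 1 in the DA and 2436 in the aorta by the default estimator, which stopped before convergence, and 20 and 3 gene by gene, a choice made after the data were seen.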

Surprisingly, the present results showed remarkably low variations of transcription profiles before and after birth. 

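Tbc1d30, a TBC-domain protein of the Rab GTPase-activating family, was higher in N than in F in ECs of the DA, with a log2 fold change of 1.14 (standard error 0.13, adjusted p = 0.026) from limma over 3 arrays per group. Arrdc3, an arrestin-domain protein, had 1.05 (standard error 0.20, adjusted p = 0.443), and passed the test with the replicate number as a block (adjusted p = 0.00343, and 0.00343 to 1 over the alternatives). In the aorta, the same comparison gave 0.80 for Tbc1d30 (limma, adjusted p = 0.464, 0.0254 with the block and 0.000156 to 1 over the alternatives) and 0.81 for Arrdc3 (adjusted p = 1, 0.0353 with the block and 0.000304 to 1 over the alternatives). The test of the difference between the vessels in that change was not passed by either gene, 0.34 (standard error 0.18, adjusted p = 1) for Tbc1d30 and 0.23 (standard error 0.28, adjusted p = 1) for Arrdc3. The call of Tbc1d30 in the DA was lost without any 1 of aorta F replicates 2 and 3 (0.0873 and 0.0548), DA F replicates 2 and 3 (0.294 and 0.266), aorta N replicates 1 and 2 (0.0617 and 0.0866) and DA N replicates 1 and 2 (0.14 and 0.234), adjusted p in brackets.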

Although there were 178 genes of which expression levels significantly differed between both developmental stages (*p*<0.05), arrestin domain containing 3 (Arrdc3) and TBC1 domain family, member 30 (Tbc1d30) were the only two genes that had more than a 2.0-fold change (|FC|≧2.0) between both developmental stages. Among 178 genes, **Table 4** shows 25 genes of which the *p* values were less than 0.01 (*p*<0.01). Among these 25 genes, connective tissue growth factor (Ctgf) and Tbc1d30 are listed in **Table 2** (DA-dominant) and **Table 3** (aorta-dominant), respectively.

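Ctgf, a matricellular growth factor that follows TGF and mechanical signals, was higher in the DA than in the aorta in F and had a smaller value in N. Its log2 fold change between the vessels was 1.13 (standard error 0.15, adjusted p = 0.00086) in F and 0.37 (standard error 0.15, adjusted p = 0.362) in N (limma, 3 arrays per group), and between N and F in the DA it was -0.86 (standard error 0.15, adjusted p = 0.443), with an adjusted p of 0.0239 with the replicate number as a block and 0.0239 to 1 over the alternatives. The difference of the vessel contrast between N and F was -0.76 (standard error 0.22, adjusted p = 1) for Ctgf. Tbc1d30 was lower in the DA than in the aorta at -1.01 (standard error 0.13, adjusted p = 0.000661) in F and -0.67 (standard error 0.13, adjusted p = 0.0129) in N, a call lost without any 1 of aorta N replicates 1 and 2 (0.066 and 0.0625) and DA N replicates 2 and 3 (0.068 and 0.0543). Sik1, a kinase induced by cyclic AMP, had 0.93 (standard error 0.13, adjusted p = 0.107) between N and F in the DA, with an adjusted p of 0.0239 under the block and 0.00139 to 1 over the alternatives. Of the 25 genes of Table 4, 21 had a positive and 4 a negative log2 fold change between N and F in the DA, 21 had the same sign in the aorta, 18 had an unadjusted limma p under 0.05 and 1 passed limma's adjusted test. These genes were picked on the same arrays, so their signs in the DA are not independent evidence.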

**Table 4:** Genes showed a significant change (*p*<0.01) between F and N in the DA.

Probe set ID	mRNA Description	Gene Symbol	*p*-value (F vs N)
10869253	UDP-glucose ceramide glucosyltransferase	Ugcg	0.0005
10728164	protein phosphatase 2, regulatory subunit B', beta isoform	Ppp2r5b	0.0012
10767489	mitogen-activated protein kinase-activated protein kinase 2	Mapkapk2	0.0015
10902696	similar to CG3996-PA	Tbc1d30	0.0015
10927612	similar to TBC1 domain family, member 8 isoform 3	Tbc1d8	0.0023
10912584	angiomotin like 2	Amotl2	0.0026
10825940	adenosine monophosphate deaminase 2 (isoform L)	Ampd2	0.0028
10940568	dicarbonyl L-xylulose reductase	Dcxr	0.0028
10861066	transmembrane protein 106B	Tmem106b	0.0030
10885235	protein kinase C, eta	Prkch	0.0044
10879257	cell division cycle 20 homolog (S. cerevisiae)	Cdc20	0.0054
10895310	protein phosphatase 1, regulatory (inhibitor) subunit 12A	Ppp1r12a	0.0057
10863542	deoxyguanosine kinase, nuclear gene encoding mitochondrial protein	Dguok	0.0057
10717233	connective tissue growth factor	Ctgf	0.0063
10727464	ribosomal protein S6 kinase, polypeptide 2	Rps6kb2	0.0074
10836973	secernin 3	Scrn3	0.0075
10857655	LIM and cysteine-rich domains 1	Lmcd1	0.0079
10773088	LIM domain binding 2	Ldb2	0.0080
10832197	SNF1-like kinase	Sik1	0.0085
10864715	vestigial like 4 (Drosophila)	Vgll4	0.0087
10826371	palmdelphin	Palmd	0.0088
10730792	hypothetical protein	Itprip	0.0090
10901713	nicolin 1	Nicn1	0.0097
10884898	similar to Voltage-dependent anion-selective channel protein 1	RGD1565338	0.0098
10817309	phosphatidylinositol 4-kinase, catalytic, beta	Pi4kb	0.0100

Twenty five genes shows a significant difference between F and N groups in the DA (*p* values were less than 0.01. Among these 25 genes, Ctgf and Tbc1d30 are listed in Table 2 and Table 3, respectively. F: fetuses before breathing; N: neonates obtained 30 minutes after breathing.

### Enrichment analysis of DA dominant genes using GeneGo MetaCore software

In the MetaCore systems, there are about 110 cellular and molecular processes whose content is defined and annotated by GeneGo. The top 10 ranked regulatory biological processes were listed in each stage of the DA ECs based upon their *p* values (**Table 5**). Most of the categories indicate morphogenesis and development. Four processes (anatomical structure morphogenesis, cardiovascular system development, circulatory system development, and locomotion) are ranked in both the F and N groups. Interestingly, excluding processes related to morphogenesis and development, regulation of phosphatidylinositol dephosphorylation is an enriched process that is listed only in the F group. On the other hand, response to external stimulus, response to vitamin A stimulus, and axon guidance were listed only in the top 10 ranked biological processes in the N group. In these GeneGo biological processes, 322 and 172 genes were listed in the F and N groups, respectively. The genes included in each category are shown in **Figure 4**. There are a considerable number of overlapping genes in each process. **Table 6** shows the 30 genes that frequently appeared in more than five processes of the top 10 ranking as active genes. These genes are likely to be involved in the network by potential interactions with many of the identified genes to form DA-specific endothelium.

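Growth factors, adhesion proteins, channels, receptors, enzymes and transcription factors were among the genes of Table 6, and all 30 were higher in ECs of the DA than of the aorta over both stages. Their log2 fold changes ran from 0.75 for Ctgf to 2.08 for Trpc5, with a median of 1.25, over 6 DA and 6 aorta arrays. Plat, the tissue plasminogen activator, stood at 1.28 (standard error 0.08, adjusted p = 1.02e-06) from limma. Fbn1, a fibrillin of elastic fibers, was higher by 1.07 (standard error 0.12, adjusted p = 0.000115), and Mfap5, another microfibril protein, by 1.29 (standard error 0.16, adjusted p = 0.000221). Aldoc, a glycolytic aldolase, was higher by 1.24, and Actg2, the enteric smooth muscle actin, by 1.52. Actg2 is the γ2-actin that the paper measured by qRT-PCR as a smooth muscle gene to check its sorts. In F, 29 of the genes passed limma's test and Aldh1a1 did not, and in N 28 passed and Ctgf and Gpc3, a glypican of the cell surface, did not (Gpc3 at 1.03, adjusted p = 0.0585). None of the genes passed limma's test between N and F in either vessel, and 3 had an unadjusted p under 0.05 in the DA and 2 in the aorta. With the replicate number as a block, 30 passed between the vessels in F and 29 in N. Between N and F, the block gave 1 in the DA, Ctgf (limma, adjusted p = 0.0239), and 0 in the aorta. The genes were selected on these arrays, so their direction is not independent evidence.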

**Figure 4:**
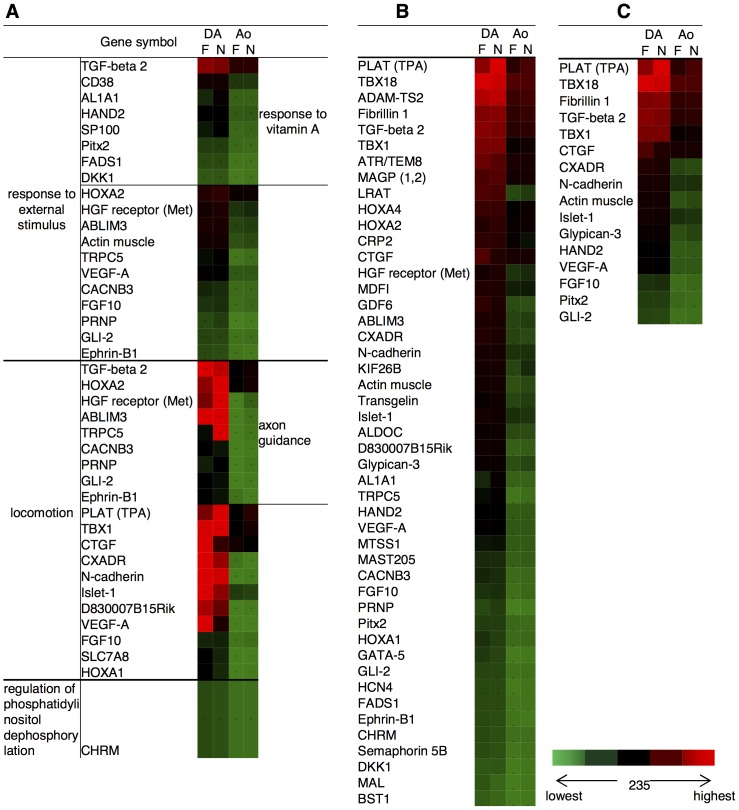
Color scale table imitating heat maps of the DA dominant genes categorized by GeneGo processes. DA dominant genes are identified using GO analysis (MetaCore). The whole expression data set was processed by importing it into the MetaCore system. The MetaCore system lined up the top 10 (based on *p*-value) sets of categorized genes according to their GO biological processes (Table 5). The color scale table imitating heat maps was created manually based on the genes in GO biological processes. A) The genes in all the top processes except the development or morphogenesis processes that emerged in both F and N. B) The genes categorized in the processes related to the development and morphogenesis in both F and N. C) The genes categorized only in cardiovascular or circulatory specific development processes. The color scale is the same as that used in Figure 3. All heat maps were created manually based on the genes in the GeneGo biological processes. a) The genes in all the processes in Table 4, except the development or morphogenesis processes which emerged in both F and N. b) The genes categorized in the processes related to development and morphogenesis in both F and N. c) The genes categorized only in cardiovascular or circulatory specific development processes.

**Table 5:** Top 10 regulatory biological processes worked in the DA ECs.

GO Processes	*p*-value (DA vs Ao)	Developmental stage
Anatomical structure morphogenesis	8.91E-13	F
Circulatory system development	2.41E-12	F
Cardiovascular system development	2.41E-12	F
Developmental process	4.04E-12	F
Locomotion	6.97E-12	F
Multicellular organismal development	4.41E-11	F
Organ morphogenesis	1.55E-10	F
System development	1.56E-10	F
Anatomical structure development	2.86E-10	F
Regulation of phosphatidylinositol dephosphorylation	3.07E-10	F
Muscle structure development	1.35E-10	N
Anatomical structure morphogenesis	4.64E-10	N
Response to external stimulus	3.98E-09	N
Muscle cell differentiation	4.00E-09	N
Locomotion	1.68E-08	N
Circulatory system development	1.70E-08	N
Cardiovascular system development	1.70E-08	N
Tissue morphogenesis	2.81E-08	N
Axon guidance	3.47E-08	N
Response to vitamin A	3.50E-08	N

The MetaCore systems defined the top 10 ranked regulatory biological processes that were dominantly worked in each stage of the DA ECs based upon their *p* values. F: fetuses before breathing; N: neonates obtained 30 minutes after breathing.

**Table 6:** Thirty overlapping genes that appeared in more than five processes of the top ten ranking as active genes.

ID	Gene Symbol	mRNA- Description	Number of overlapped processes	
			F	N
***Receptor ligand***				
10770577	Tgfb2	transforming growth factor, beta 2 (Tgfb2)	9	9
10921772	Vegfa	vascular endothelial growth factor A (Vegfa), transcript variant 1	9	8
10813172	Fgf10	fibroblast growth factor 10 (Fgf10)	9	8
10934173	Efnb1	ephrin B1 (Efnb1)	9	6
10717233	Ctgf	connective tissue growth factor (Ctgf)	9	0
10849327	Fbn1	fibrillin 1 (Fbn1)	8	3
***Receptor***				
10749983	Cxadr	coxsackie virus and adenovirus receptor (Cxadr)	7	5
10853819	Met	met proto-oncogene (Met)	6	6
10848165	Chrm5	cholinergic receptor, muscarinic 5 (Chrm5)	5	0
***Voltage-gated ion channel***				
10899023	Cacnb3	calcium channel, voltage-dependent, beta 3 subunit (Cacnb3)	6	6
10932726	Trpc5	transient receptor potential cation channel, subfamily C, member 5 (Trpc5)	6	4
***Binding protein***				
10863549	Actg2	actin, gamma 2, smooth muscle, enteric (Actg2)	9	9
10803323	Cdh2	cadherin 2 (Cdh2)	8	6
10939764	Gpc3	glypican 3 (Gpc3)	8	0
10804750	Ablim3	actin-binding LIM protein 3 gene:ENSRNOG00000019365	6	4
10840076	Prnp	prion protein (Prnp)	6	4
10766072	Kif26b	kinesin family member 26B (Kif26b)	6	2
10921428	RGD1560271	similar to inhibitor of MyoD family-a	6	1
10858499	Mfap5	microfibrillar associated protein 5 (Mfap5)	5	1
***Transcriptional factor***				
10767077	Gli2	GLI family zinc finger 2 (Gli2)	9	7
10752295	Tbx1	T-box 1 (Tbx1)	9	7
10821486	Isl1	ISL LIM homeobox 1 (Isl1)	9	0
10791504	Hand2	heart and neural crest derivatives expressed 2 (Hand2)	8	6
10919175	Tbx18	T-box18 (Tbx18)	7	6
10862541	Hoxa1	homeo box A1 (Hoxa1)	7	0
10862554	Hoxa4	homeo box A4 (Hoxa4)	6	0
10818989	Pitx2	paired-like homeodomain 2 (Pitx2), transcript variant 2	0	8
***enzyme***				
10792421	Plat	plasminogen activator, tissue (Plat)	8	4
10714323	Aldh1a1	aldehyde dehydrogenase 1 family, member A1 (Aldh1a1)	6	4
10745095	Aldoc	aldolase C, fructose-bisphosphate (Aldoc)	6	1

Thirty genes that frequently appeared in more than five processes of the top ten ranking in Table 5 are regarded as active genes. These genes are listed in accordance with their function. F: fetuses before breathing; N: neonates obtained 30 minutes after breathing.

Furthermore, there are over 1200 pathway maps in MetaCore, comprehensively covering signaling and metabolism, selected diseases and some drug targets mechanisms. All maps are accurately drawn by GeneGo annotators and manually curated and edited. The canonical pathway maps and GeneGo process networks, validated by statistical values, were evaluated by MetaCore and are listed in **Table 7** together with the top 10 ranking for each pathway significantly worked in the DA ECs. As we found that the gene expression profiles exhibited remarkably low variations at both time points, nine of the top 10 ranked pathway maps were listed in both F and N groups. These categories are related to regulation of epithelial-to-mesenchymal transition (EMT), cell adhesion, and retinol metabolism.

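Adhesion genes moved in both directions between the DA and the aorta. Of 19 genes of cell adhesion and the plasmin system measured, 5 were higher in the DA, 4 were lower and 10 did not pass the test (5 higher and 4 lower when adjusted over the list alone). Itga4, an integrin subunit that binds VCAM-1, was higher by 0.82 (standard error 0.21, adjusted p = 0.0288) over 6 DA and 6 aorta arrays (limma), and Vcan, a large proteoglycan, by 0.46 (standard error 0.07, adjusted p = 0.00138). The call of Itga4 was lost without any 1 array but aorta F replicate 1, DA F replicate 3, aorta N replicate 1 and DA N replicate 3 (0.0587 to 0.082), adjusted p in brackets. Sdc2, a heparan sulfate proteoglycan of the cell surface, was lower at -1.65 (standard error 0.10, adjusted p = 8.07e-07), as was Cdh13, a cadherin without a cytoplasmic domain, at -1.33 (standard error 0.12, adjusted p = 1.74e-05). Icam1, a receptor for leukocyte integrins, was lower at -0.45. The list as a whole did not pass the test (camera, down, adjusted p = 0.943), its median was -0.11 and its mean -0.02. Of the called genes, 6 stand in Tables 2, 3 or 6 and were chosen on these arrays.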

**Table 7:** Top 10 pathways arranged by *p*-value.

GeneGo Pathway Maps	*p*-value (DA vs Ao)	Developmental stage
Development_Regulation of epithelial-to-mesenchymal transition (EMT)	7.52E-05	F
Cell adhesion_Cadherin-mediated cell adhesion	1.04E-04	F
Cell adhesion_Plasmin signaling	2.56E-04	F
Development_TGF-beta-dependent induction of EMT via SMADs	2.56E-04	F
Development_TGF-beta-dependent induction of EMT via RhoA, PI3K and ILK.	5.79E-04	F
Retinol metabolism/Rodent version	1.97E-03	F
Retinol metabolism	2.31E-03	F
Development_S1P2 and S1P3 receptors in cell proliferation and differentiation	3.87E-03	F
Cell adhesion_Chemokines and adhesion	5.41E-03	F
Cytoskeleton remodeling_TGF, WNT and cytoskeletal remodeling	7.23E-03	F
Development_Regulation of epithelial-to-mesenchymal transition (EMT)	7.52E-05	N
Cell adhesion_Cadherin-mediated cell adhesion	1.04E-04	N
Development_S1P2 and S1P3 receptors in cell proliferation and differentiation	1.04E-04	N
Cell adhesion_Plasmin signaling	2.56E-04	N
Development_TGF-beta-dependent induction of EMT via SMADs	2.56E-04	N
Development_TGF-beta-dependent induction of EMT via RhoA, PI3K and ILK.	5.79E-04	N
Retinol metabolism/Rodent version	1.97E-03	N
Retinol metabolism	2.31E-03	N
Muscle contraction_nNOS Signaling in Skeletal Muscle	4.49E-03	N
Cell adhesion_Chemokines and adhesion	5.41E-03	N

Among over 1200 pathways, the MetaCore systems defined the top 10 ranked pathways that were dominantly worked in each stage of the DA ECs based upon their *p* values. F: fetuses before breathing; N: neonates obtained 30 minutes after breathing.

## Discussion

To date, the characteristic features of the DA endothelium have remained largely unknown. Several studies have demonstrated the endothelium-dependent or independent vasomotor reaction of the DA [8]–[11]. Rabinovitch et al. made great efforts to identify the role of the DA endothelium in vascular remodeling of the DA. They found that the increase in the expression of transforming growth factor-beta (Tgfb) in the DA endothelium promoted the synthesis of glycosaminoglycan such as hyaluronan that is a critical regulator of neointimal formation of the DA [15], [16]. The present comprehensive gene expression analysis identified a DA endothelium-dominant rat gene profile during a perinatal period for the first time. It should be noted that we collected DA ECs from more than 30 litters to obtain a sufficient amount of mRNA for one sample. Additionally, the hybridization experiments were performed in triplicate and the intensities were averaged. To avoid an unexpected artificial bias, we did not use cultured ECs or any amplification method to increase mRNA from the endothelium. Therefore, the present study represents the transcription profile of the freshly isolated endothelium from the rat DA. Importantly, most of the genes that were expressed greater or lower in the DA endothelium than in the aortic endothelium have not yet been investigated in the DA. In addition to the up-regulated or down-regulated genes that met the 2-fold threshold in **Table 2** and **3**, one may be interested in genes that showed a statistical significance but a lower than 2.0 difference. 

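Below a 2-fold difference, Acvrl1, Rps6ka2, Atp2a3, Aebp1 and Adamts7 were among the genes that passed the test between ECs of the DA and of the aorta. Acvrl1, an endothelial receptor of the BMP and TGF family, was lower in the DA in F with a log2 fold change of -0.87 (standard error 0.12, adjusted p = 0.00114) from limma over 3 arrays per group. Rps6ka2, a ribosomal S6 kinase, was lower by limma in F at -0.94 (standard error 0.10, adjusted p = 0.00011) and in N at -0.86 (standard error 0.10, adjusted p = 0.000271). Atp2a3, a calcium pump of the endoplasmic reticulum, was lower at -0.90 (standard error 0.10, adjusted p = 0.000273) in F. Aebp1, a matrix protein bound to collagen, was higher in F at 0.80 (standard error 0.12, adjusted p = 0.0015), and Adamts7, a matrix metalloprotease, was higher in N at 0.95 (standard error 0.14, adjusted p = 0.00153). Of the 34 genes below 2-fold that the paper's test places at p under 0.001 in F, 7 were higher and 20 were lower in F at limma's adjusted p under 0.05, and 7 did not pass. Of the 27 such genes in N, 7 were higher and 13 were lower, and 7 did not pass. With the replicate number as a block, 33 of the 34 passed in F and 23 of the 27 in N. Both sets were picked on these arrays, so their direction is not independent evidence.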

We therefore also listed the genes with a statistical significance (*p*<0.001) in **Table S1 and Table S2**. Since the endothelium plays a critical role not only in vascular tone but also in vascular remodeling, the newly identified genes should be of great interest for further investigation of the molecular mechanisms of DA-specific differentiation and function.

Although two studies, including our previous one, have identified DA-dominant genes using DNA microarray analysis [17], [18], the present study revealed that the transcription profile of DA ECs are quite different from those of DA whole tissues of which the majority is composed of SMCs. These data suggest that the transcription profiles of the DA endothelium are tightly regulated in a cell-specific manner. Furthermore, local interaction between ECs and SMCs may contribute to establishing each unique transcription profile in the DA. It would be beneficial to further investigate how ECs and SMCs interact locally with each other.

To our surprise, the present study also demonstrated that the transcription profile of DA ECs did not change much before and after birth, although the DA does dramatically alter its morphology during the perinatal period. 

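Glucocorticoid-responsive genes shifted up as a group between F and N, although no single member passed limma's test over all probe sets. Of 14 measured in ECs of the DA, 13 had a positive log2 fold change between N and F, and 3 were higher when adjusted over the list alone. These were Tsc22d3, a leucine zipper protein induced by glucocorticoids, at 0.78 (adjusted p = 0.0239 by limma with the replicate number as a block and 0.0239 to 1 over the alternatives), Ddit4, an inhibitor of mTORC1, at 0.66 and Errfi1, an inhibitor of EGF receptor signalling, at 0.54. The median was 0.29 (camera, up, adjusted p = 1.27e-09, n = 3 arrays per group), and the call held with an estimated correlation (adjusted p = 0.0173, and 3.78e-13 to 0.193 over the alternatives) but ended with that correlation and the replicate number as a block together, chosen after the data were seen (0.193). In the aorta the median was 0.21 (camera, up, adjusted p = 8.17e-05, 0.134 with an estimated correlation and 1.49e-05 to 0.581 over the alternatives), and the test of the difference between the vessels gave an adjusted p of 0.148. Immediate early genes also shifted up in the DA (median 0.08; camera, up, adjusted p = 0.000183, 0.466 with an estimated correlation and 9.54e-07 to 0.833 over the alternatives). 2 of their 20 genes were higher when adjusted over the list alone, the orphan nuclear receptors Nr4a1 at 0.64 and Nr4a2 at 0.76 (adjusted p = 0.0297 by limma with the block and 0.006 to 1 over the alternatives). Cell cycle genes shifted down in the DA (camera, down, adjusted p = 0.000252, 0.754 with an estimated correlation and 2.12e-07 to 0.833 over the alternatives), and venous and lymphatic markers up (camera, up, adjusted p = 0.00173, 0.754 with an estimated correlation and 5.32e-06 to 0.833 over the alternatives). The call of the cell cycle list ended without DA F replicate 1 (0.169) and DA N replicate 3 (0.159) and that of the venous and lymphatic list without DA F replicate 1 (0.305) and DA N replicate 2 (0.0505). Of these lists fry called only the glucocorticoid-responsive genes in the DA (adjusted p = 0.0293).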

After birth, the change in oxygen and PGE_2_ content in circulating blood induces functional closure of the DA. Costa et al. also demonstrated that the transcription profile of DA tissues significantly differs before and after birth [18]. In their experiment, DA samples were collected 3 hours after spontaneous delivery. We used neonatal DA ECs 30 minutes after delivery by cesarean section, because we aimed to detect an initial change in the transcription profile of DA ECs after birth. This period, however, may not be long enough to investigate the alternation in its transcription profile, although functional closure of the rat DA had mostly occurred in our previous studies [19], [20].

It is very important to investigate the roles of the newly identified genes in the morphology and function of the DA. Unfortunately, an *in vitro* experiment using rat DA ECs is technically very difficult because of the limited amount of tissue or cells obtainable from small animals. Currently, bioinformatic technology has developed to the point that it is now possible to attribute functions to genes and their encoded proteins, and to identify the regulatory networks controlling metabolic, protein synthesis and signal transduction pathways. To facilitate the analysis of experiments using post-genomic technologies, newly developed knowledge-based gene set enrichment analysis provides a powerful analytical method to link the vast amount of raw data to biological pathways [14], [21]. Pathway analysis by MetaCore is based on the concept that the function of a gene depends directly on the context in which it acts, and MetaCore correlates genes identified by DNA microarray with the cellular pathways that are hypothetically activated dominantly in the DA endothelium. The present study revealed possible regulatory factors involved in specific “process networks” such as the regulation of morphogenesis and development. We found a considerable number of overlapping genes in these processes that are likely to be involved in the network through potential interactions with many of the identified genes. The genes listed in **Table 6** are considered the “functional hubs” of the DA endothelium-specific network.

Eight transcription factors in **Table 6** that have been known to be involved in formation of the cardiovascular system may play an important role in forming the endothelial phenotypic heterogeneity of the DA, although none of them has been intensively investigated in the DA. 

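All 8 transcription factors were higher in ECs of the DA than of the aorta in both F and N. Gli2, a transcription factor of Hedgehog signalling, had a log2 fold change of 1.19 (standard error 0.17, adjusted p = 0.00115) in F and 1.08 (standard error 0.17, adjusted p = 0.00277) in N (limma, 3 arrays per group). Over both stages, the values of the 8 ran from 0.99 for Isl1 to 2.08 for Tbx1, with a median of 1.14, and every one passed limma's test over 6 DA and 6 aorta arrays. None of them passed limma's test between N and F in the DA or in the aorta, and 0 had an unadjusted p under 0.05 in either. They were chosen from the same arrays, so the direction is not independent evidence.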

Although several previous studies have demonstrated that the transcription factors Tfap2β, Hif2α, and myocardin play an important role in ductal smooth muscle development [22], [23], the transcriptional regulation of DA endothelium-specific differentiation remains largely unknown. The DA originates from the sixth pharyngeal arch artery that initially forms as protuberances of the dorsal aorta and the aortic sac [24]. The cells that comprise the pharyngeal arch arteries are of pharyngeal mesoderm origin. The mesodermal core of the arches is continuous with the mesoderm derived from the second heart field (SHF) [25]. To date, the majority of the cells that constitute the DA media are known to derive from cardiac neural crest cells (NCCs) at the somite 1 to somite 3 level [26], [27]. The importance of this neural crest origin in understanding specific DA differentiation lies in the segmental nature of the pharyngeal arches themselves and of the origin of the NCCs that invade them. Accordingly, transcription factors related to NCCs such as Hoxa1, Hoxa4, and heart and neural crest derivatives expressed 2 (Hand2) [28]–[30] are listed in **Table 6**. 

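Hoxa4, a homeobox gene of the anterior body, and Hand2, a basic helix-loop-helix factor of heart and limb, were higher in ECs of the DA. Hoxa4 had a log2 fold change of 1.47 (standard error 0.31, adjusted p = 0.0172) in F and 1.28 (standard error 0.31, adjusted p = 0.0463) in N (limma, 3 arrays per group), and Hand2 was higher by 1.33 (standard error 0.17, adjusted p = 0.000519) in F and 1.28 (standard error 0.17, adjusted p = 0.000803) in N. Of 11 neural crest genes, 4 were higher over both stages and 2 were lower (5 higher and 2 lower when adjusted over the list alone), the lower ones being Msx1 at -0.49 and Pax3 at -0.38, both homeobox factors of the early crest. Twist1, a factor of mesenchyme, was among the higher genes, at 0.88. The median of the list was 0.08 and the mean 0.39 (camera, up, adjusted p = 0.0118, 0.429 with an estimated correlation and 2.82e-06 to 0.429 over the alternatives). Among 9 anterior Hox genes, 3 were higher and 1 was lower (3 higher and 3 lower when adjusted over the list alone), and the list did not pass (camera, up, adjusted p = 0.523), with a median of -0.06 but a mean of 0.18 and a test in the direction of the mean. With adjusted p in brackets, the call of Hoxa4 in F was lost without any 1 of aorta F replicates 1 and 2 (0.0722 and 0.0533) and DA F replicates 1 and 3 (0.0603 and 0.0883) and in N without any 1 of aorta F replicates 2 and 3 (0.0733 and 0.0656), DA F replicates 1, 2 and 3 (0.0712, 0.0598 and 0.0544), aorta N replicates 1 and 2 (0.164 and 0.198) and DA N replicates 2 and 3 (0.171 and 0.166), that of Pax3 without any 1 array but aorta F replicate 1, aorta N replicate 2 and DA N replicate 3 (0.0693 to 0.114), and that of the neural crest list without DA N replicate 3 (0.073).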

Although a previous study suggested that Hoxb5 may be involved in DA differentiation [31], the expression level of Hoxb5 mRNA was not increased in the DA ECs in the present study. A recent study in humans revealed that mutations in Hoxa1 can cause severe cardiovascular malformations in patients with Bosley-Salih-Alorainy Syndrome [32]. Furthermore, Hoxa1 null mice show defects such as interrupted aortic arch, aberrant subclavian artery and tetralogy of Fallot, demonstrating that Hoxa1 is required for patterning of the great arteries and outflow tract of the heart [28].

In addition, MetaCore enrichment analysis revealed that the SHF-related transcription factors T-box (Tbx) 1, Tbx18, and Isl1, and the receptor ligand Fgf10 are enriched in the DA endothelium. It has also been shown that Isl1, Fgf10-positive mesoderm of the posterior arches forms the ECs of arterial blood vessels^25^. 

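The T-box factors, Isl1 and Fgf10 were each higher in ECs of the DA in both groups. Tbx18, a T-box factor of epicardium and venous pole, had a log2 fold change of 1.15 (standard error 0.10, adjusted p = 4.23e-05) in F and 1.15 (standard error 0.10, adjusted p = 5e-05) in N (limma, 3 arrays per group). Isl1, a LIM-homeobox factor of cardiac progenitors, was higher by 1.03 (standard error 0.15, adjusted p = 0.00124) in F and 0.95 (standard error 0.15, adjusted p = 0.00271) in N. Fgf10, a fibroblast growth factor secreted by mesenchyme, was higher by 1.37 (standard error 0.15, adjusted p = 0.000164) in F and 1.24 (standard error 0.15, adjusted p = 0.000387) in N. The fold of Tbx1 was 4.69 in F and 3.8 in N.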

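Tbx1, a T-box factor of pharyngeal mesoderm, had log2 signals of 10.23 ± 0.09 in the DA and 8.00 ± 0.26 in the aorta in the F group (SD, n = 3 arrays each). In the N group the signals were 10.26 ± 0.25 in the DA and 8.33 ± 0.32 in the aorta. The log2 fold change of Tbx1 between the vessels was 2.23 (standard error 0.19, adjusted p = 2.65e-05) in F and 1.93 (standard error 0.19, adjusted p = 8.69e-05) in N by limma, and in each group every DA array lay above every aortic array.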

Although Rana et al. demonstrated that the endothelium of the pharyngeal arch arteries is largely negative for Tbx1 [33], its expression levels were greater in the DA ECs than in the aortic ECs in the present study. Therefore, the results indicated that the SHF-derived cells are more prevalent in the DA endothelium than in the descending aortic endothelium. 

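Genes of the second heart field shifted up in ECs of the DA as a group by camera at the preset correlation, and posterior Hox genes shifted down. Neither call held with an estimated correlation. Over both stages, smooth muscle and fibroblast lists were also called up, and endothelial markers down (camera, adjusted p = 0.000462, 0.0088 and 0.00197). These calls ended with an estimated correlation too (0.129, 0.181 and 0.147). Mesothelial and epicardial markers were called by fry (adjusted p = 3.7e-05) but not by camera (0.0665). Of 14 second heart field genes measured, 9 were higher in the DA over both stages, 0 were lower and 5 did not pass the test (9 higher and 0 lower when adjusted over the list alone). Beside the factors of Table 6, Gata4 and Gata5, zinc finger factors of heart development, were higher by 1.50 (standard error 0.11, adjusted p = 3.49e-06) and 1.69 (standard error 0.16, adjusted p = 2.44e-05) over 6 DA and 6 aorta arrays (limma), and Tbx20 by 3.73 (standard error 0.11, adjusted p = 2.02e-09). The median log2 fold change of the list was 1.09 (camera, up, adjusted p = 2.34e-14, 0.0882 with an estimated correlation and 6.37e-18 to 0.205 over the alternatives). Of the 9 called genes, 7 stand in Table 2 or 6 and were chosen on these arrays, so the direction of the list is not independent evidence. Of 6 posterior Hox genes, which pattern the trunk, 4 were lower and 0 were higher (0 higher and 4 lower when adjusted over the list alone), namely Hoxb9 at -2.73 (standard error 0.14, adjusted p = 1.96e-07), Hoxa7 at -2.39 (standard error 0.16, adjusted p = 1.02e-06), Hoxb8 at -1.40 and Hoxb7 at -0.95. The list's median was -1.18 (camera, down, adjusted p = 6.81e-07, 0.0926 with an estimated correlation and 1.47e-07 to 0.299 over the alternatives). The called posterior Hox genes, Gata4 and Tbx20 were below the lys spike on at least 1 array, and with a filter at the lys spike on every array, chosen after seeing the data, the posterior Hox list was at an adjusted p of 0.299 in the opposite direction. The paper draws its conclusion after reporting the enrichment of Tbx1, Tbx18, Isl1 and Fgf10 and the higher level of Tbx1 in ECs of the DA.

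**Figure D2:**
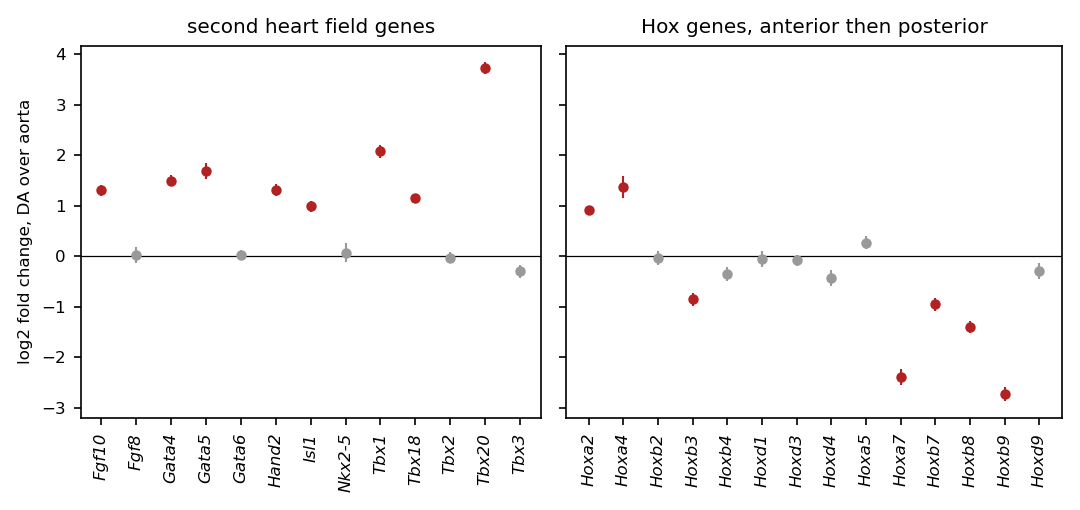
Log2 fold change of the DA over the aorta, over both stages, of second heart field genes (left) and of anterior and then posterior Hox genes (right), as far as they are reported here. Points are estimates from 12 arrays with bars of 1 standard error, red where limma's adjusted p was under 0.05 and grey otherwise. The red points of the second heart field lie above 0 and those of the posterior Hox genes below it.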

To our knowledge, no study has reported that the SHF-derived cells contribute to DA differentiation. Isl1 and Tbx1 regulate Fgf10 transcription in the SHF during cardiac outflow formation [34], [35]. It would be of value to further investigate the interaction between the NCC-derived and SHF-derived cells in the DA.

Furthermore, MetaCore enrichment analysis identified that the epithelial-to-mesenchymal transition (EMT) pathway functional in the DA ECs. The key genes Tgfb2, actin, alpha 2, smooth muscle, aorta (ACTA2), N-cadherin (cadherin 2, Cdh2), and met proto-oncogene (hepatocyte growth factor receptor, Met) are listed in the pathway. 

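Cdh2, Met and Tgfb2 were higher in ECs of the DA in both F and N, and Acta2 passed the test in N and over both stages. Cdh2, the adhesion protein N-cadherin, had a log2 fold change of 1.19 (standard error 0.11, adjusted p = 5.77e-05) in F and 1.14 (standard error 0.11, adjusted p = 9.48e-05) in N (limma, 3 arrays per group). Met, the receptor of hepatocyte growth factor, was higher by 1.12 (standard error 0.15, adjusted p = 0.000811) in F and 1.28 (standard error 0.15, adjusted p = 0.000302) in N. Tgfb2 was higher by 1.22 (standard error 0.09, adjusted p = 2.94e-06) over both stages, with log2 signals of 10.38 ± 0.24 in the DA and 9.06 ± 0.07 in the aorta in F (SD, n = 3 arrays). Acta2, the smooth muscle actin of arteries, had 0.55 (standard error 0.15, adjusted p = 0.0696) in F (adjusted p = 0.0127 with the replicate number as a block and 0.00255 to 0.232 over the alternatives) and 0.62 (standard error 0.15, adjusted p = 0.0436) in N, a call that was lost without any 1 of aorta F replicate 2 (0.0723), DA F replicates 1, 2 and 3 (0.0652, 0.0693 and 0.0603), aorta N replicates 1, 2 and 3 (0.177, 0.0568 and 0.145) and DA N replicates 2 and 3 (0.224 and 0.075), adjusted p in brackets. Over both stages Acta2 was higher by 0.58 (standard error 0.11, adjusted p = 0.00355).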

One of the characteristics of the DA vascular remodeling is physiological intimal thickness that is profound during the perinatal period. Within certain environments, endothelial-to-mesenchymal transition (EnMT) plays a role in promoting arterial intimal hyperplasia [36], [37]. EnMT shares a number of molecular signaling pathways with Tgfb1-induced EMT [38], [39], although it has not been proven that migrated ECs of the DA into the subendothelium differentiate into smooth muscle-like (mesenchymal) cells. Gittenberger-de Groot at al. demonstrated that the invaginated ECs were located in the subendothelial region [40]. In addition, they found that a rat patent DA model exhibited an abundant subendothelial elastic lamina and failure of intimal formation [41]. Therefore, they suggest that some of the intimal-mesenchymal cells are also derived from the invaginated ECs [42]. In agreement with their idea, the present data suggest that EnMT-related signal pathways can be active in the DA endothelium and contribute to physiological intimal thickness of the DA.

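Genes of the transition toward mesenchyme shifted up in ECs of the DA as a group by camera at the preset correlation, along with contractile genes of smooth muscle. Neither call held with an estimated correlation. Endothelial markers shifted down in the same comparison, 3 lower and 0 higher (camera, adjusted p = 0.00197, 0.147 with an estimated correlation). A lower share of endothelial cells in the DA sorts was therefore not excluded. Of 19 EMT genes measured, 8 were higher in the DA over both stages, 1 was lower and 10 did not pass the test (9 higher and 3 lower when adjusted over the list alone). Tgfb3, a TGF ligand, was higher by 0.64 (standard error 0.18, adjusted p = 0.0443) over 6 DA and 6 aorta arrays (limma), a call lost without any 1 array but aorta F replicates 1 and 2 and DA N replicate 2 (0.0503 to 0.112), adjusted p in brackets, and Twist1, a transcription factor that drives EMT, also passed the test (adjusted p = 0.000336). S100a4, a calcium-binding protein of motile cells, was lower at -1.07 (standard error 0.24, adjusted p = 0.0128). The median of the list was 0.12 (camera, up, adjusted p = 0.00116, 0.0926 with an estimated correlation and 0.000214 to 0.205 over the alternatives), and 5 of the 9 called genes stand in Table 2, 3 or 6, so their direction is not independent evidence. Of 15 smooth muscle contractile genes, 6 were higher and 2 were lower (9 higher and 3 lower when adjusted over the list alone; camera, up, adjusted p = 0.000462, 0.129 with an estimated correlation and 6.89e-05 to 0.212 over the alternatives). Tagln, an actin-binding protein of smooth muscle, was higher by 1.03 (standard error 0.17, adjusted p = 0.0016) and Des, an intermediate filament protein of muscle, by 0.73 (standard error 0.10, adjusted p = 0.000312), whereas Myocd, the coactivator of smooth muscle genes, was lower at -0.59 (standard error 0.11, adjusted p = 0.00477) and Mylk, the myosin light chain kinase, at -0.45. Among 16 fibroblast and matrix genes, 5 were higher, such as the microfibril protein Mfap4 at 1.22, and 2 were lower, Col1a1, a chain of type I collagen, at -0.48 and Fbln1, a matrix fibulin, at -0.50 (8 higher and 3 lower when adjusted over the list alone; camera, up, adjusted p = 0.0088, 0.181 with an estimated correlation and 0.00342 to 0.338 over the alternatives).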

MetaCore enrichment analysis also revealed that the retinol metabolism pathway worked in the DA ECs. The key genes lecithin∶retinol acyltransferase (Lrat), aldehyde dehydrogenase 1 family, member A1 (Aldh1a1), and Aldh1a7 are listed in the pathway. It is noteworthy that the endogenous retinol signaling may play a role in inducing and maintaining smooth muscle differentiation in the DA [43] and that maternal vitamin A accelerates vascular maturation of the DA in premature fetuses, at least in terms of vascular contraction [44], [45]. Furthermore, our previous study showed that maternally administrated vitamin A increased fibronectin production and intimal thickening in the rat DA [46]. Therefore, we may reconsider vitamin A as a candidate for treatment of patent DA, even though one study demonstrated that postnatal vitamin A therapy did not have a beneficial effect on ductal closure in premature infants [47]. Indeed, there are several studies demonstrating that vitamin A induces various embryonic developments via many different pathways such as Tgfb2, Cdh2, or Pitx2 [48]. 

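Retinoid genes went in both directions between the vessels. Lrat was higher in ECs of the DA by 2.58 (standard error 0.12, adjusted p = 1.56e-07) over both stages from limma, 6 DA and 6 aorta arrays. Aldh1a1, a dehydrogenase that forms retinoic acid from retinal, had 1.13 (standard error 0.35, adjusted p = 0.125) in F (adjusted p = 0.000622 with the replicate number as a block and 0.000622 to 0.39 over the alternatives) and 1.62 (standard error 0.35, adjusted p = 0.0255) in N, a call that was lost without any 1 of aorta N replicates 2 and 3 (0.097 and 0.108) and DA N replicates 1 and 2 (0.0834 and 0.0739), adjusted p in brackets. Over both stages Aldh1a1 was higher by 1.38 (standard error 0.25, adjusted p = 0.00374). Cyp26b1, an enzyme that degrades retinoic acid, was lower at -1.19 (standard error 0.11, adjusted p = 2.7e-05), while Cyp26a1, of the same family, was higher at 0.44. Aldh1a3, another enzyme that forms retinoic acid, was lower at -0.73, and the receptors Rarg and Rara were lower at -0.43 and -0.38. The call of Cyp26a1 was lost without any 1 of aorta F replicate 2 (0.0603), DA F replicates 1 and 3 (0.0509 and 0.0525) and aorta N replicates 1 and 2 (0.0609 and 0.0577) and that of Rara without any 1 array but aorta F replicate 1, DA F replicates 1 and 3, aorta N replicate 2 and DA N replicate 3 (0.0573 to 0.0754). Of 15 genes of retinoid metabolism measured, 3 were higher, 6 were lower and 6 did not pass the test (3 higher and 7 lower when adjusted over the list alone). The list as a whole did not pass (camera, down, adjusted p = 0.523), with a median of 0.00 and a mean of 0.06, which is opposite in sign to the test. Aldh1a7 was not analysed here.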

Recently, Amengual at al. identified that Lrat is critical for cellular uptake of vitamin A from serum retinol-binding protein [49].

In conclusion, the present comprehensive transcription analysis identified the novel DA endothelium-dominant genes during a perinatal period that are highly related with biological processes involved in morphogenesis and development. Moreover, we found that regulation of epithelial-to-mesenchymal transition, cell adhesion, and retinol metabolism are the active pathways that form DA-specific endothelium. Newly identified DA endothelium-dominant genes may play an important role in DA-specific functional and morphologic characteristics.

## Supporting Information

Figure S1 **The representative figures of FACS gating strategy.** Cell debris and doublets were removed by light scattering; forward-scattered light (FSC) and side-scattered light (SSC). FSC and SSC are the parameter of cell-surface area/size and cell-internal complexity, respectively. A. The primary gating was done by removing the factors that affected FSC- and SSC- area. B. The secondary gating with FSC-height and width. C. The third gating with SSC-height and width. D. After those three gating steps by light scattering, dead cells were detected and removed by propidium iodide (PI) staining. E. Population of cells reacted with FITC-conjugated anti-CD31 antibody and APC-Cy7-conjugated anti-CD45 antibody. F. Population of cells reacted with fluorescence conjugated anti-control IgG antibodies to confirm nonspecific binding of antibodies.
(TIFF) Click here for additional data file.

Figure S2 **Validation using quantitative RT-PCR.**
(TIFF) Click here for additional data file.

Table S1 **The genes that have** ***p*** **<0.001 but range between 0.5< Fold change<2.0 in F.**
(DOCX) Click here for additional data file.

Table S2 **The genes that have** ***p*** **<0.001 but range between 0.5< Fold change<2.0 in N.**
(DOCX) Click here for additional data file.

# Supplementary material for: Transcription Profiles of Endothelial Cells in the Rat Ductus Arteriosus during a Perinatal Period
**Source:** PLoS One. 2013 Sep 27;8(9):e73685. doi: 10.1371/journal.pone.0073685
**Supplement:** Table S1 — The genes that have p <0.001 but range between 0.5< Fold change<2.0 in F.

**Table S1** **The genes that have *p*<0.001 but range between 0.5< Fold change<2.0 in F**

| Probe | mRNA | Gene | Fold change | *p* value |
| --- | --- | --- | --- | --- |
| set ID | Description | Symbol | DA/Ao | DA vs Ao |
| 10703144 | ribosomal protein S6 kinase polypeptide 2 | Rps6ka2 | 0.52 | 2.54E-06 |
| 10847260 | protein tyrosine phosphatase, receptor type, J | Ptprj | 0.52 | 9.76E-04 |
| 10735578 | ATPase, Ca++ transporting, ubiquitous | Atp2a3 | 0.54 | 2.38E-04 |
| 10899354 | activin A receptor type II-like 1 | Acvrl1 | 0.55 | 5.88E-04 |
| 10769349 | flavin containing monooxygenase 4 (Fmo4), transcript variant 2 | Fmo4 | 0.56 | 5.93E-04 |
| 10875282 | pleiomorphic adenoma gene 1 | Plag1 | 0.56 | 6.88E-04 |
| 10767565 | major facilitator superfamily domain containing 4 | Mfsd4 | 0.57 | 4.40E-04 |
| 10796564 | plexin domain containing 2 | Plxdc2 | 0.57 | 4.18E-04 |
| 10870713 | similar to Low-density lipoprotein receptor-related protein 8 precursor | Lrp8 | 0.59 | 6.54E-04 |
| 10713382 | phosphorylase, glycogen, muscle | Pygm | 0.60 | 3.10E-04 |
| 10717891 | ezrin | Ezr | 0.60 | 2.91E-04 |
| 10785590 | Kruppel-like factor 12 | Klf12 | 0.63 | 1.53E-04 |
| 10902446 | CCR4-NOT transcription complex, subunit 2 | Cnot2 | 0.63 | 4.02E-04 |
| 10819770 | EGF, latrophilin and seven transmembrane domain containing 1 | Eltd1 | 0.64 | 4.01E-04 |
| 10849707 | mal, T-cell differentiation protein-like | Mall | 0.65 | 9.22E-05 |
| 10743914 | similar to chromodomain helicase DNA binding protein 3 isoform 3 | Chd3 | 0.66 | 5.85E-05 |
| 10866988 | similar to ARG99 homolog | Tmtc1 | 0.66 | 4.77E-04 |
| 10807272 | hydroxysteroid 11-beta dehydrogenase 2 | Hsd11b2 | 0.68 | 7.53E-04 |
| 10777350 | cytokine like 1 | Cytl1 | 0.71 | 6.74E-04 |
| 10768834 | xenotropic and polytropic retrovirus receptor 1 | Xpr1 | 0.71 | 4.54E-04 |
| 10782609 | protein tyrosine phosphatase, receptor type, G | Ptprg | 0.71 | 1.02E-04 |
| 10886252 | thyroid stimulating hormone receptor | Tshr | 0.72 | 9.10E-04 |
| 10940622 | potassium channel tetramerization domain containing 10 | --- | 0.77 | 7.17E-04 |
| 10799942 | similar to Rho GTPase activating protein 21 | Arhgap21 | 0.77 | 6.10E-04 |
| 10748314 | similar to inositol-requiring 1 alpha | Ern1 | 0.78 | 9.24E-04 |
| 10710695 | trinucleotide repeat containing 6a | Tnrc6a | 0.85 | 2.36E-04 |
| 10738591 | frizzled homolog 2 (Drosophila) | Fzd2 | 1.29 | 7.35E-04 |
| 10940688 | fibroblast growth factor 18 | --- | 1.46 | 6.39E-04 |
| 10765285 | similar to G protein-coupled receptor 161 isoform 2 | Gpr161 | 1.46 | 3.37E-04 |
| 10927692 | four and a half LIM domains 2 | Fhl2 | 1.68 | 7.76E-04 |
| 10774015 | AE binding protein 1 | Aebp1 | 1.74 | 5.77E-04 |
| 10919103 | malic enzyme 1, NADP(+)-dependent, cytosolic | Me1 | 1.76 | 4.65E-04 |
| 10835292 | frequenin homolog (Drosophila) | Freq | 1.84 | 8.26E-05 |
| 10832782 | transmembrane protein 26 | Tmem26 | 1.90 | 1.41E-05 |

Thirty four genes shows a significant difference by *p* values (*p*<0.001) between DA and Ao though their fold change were neither more than 2 or less than 0.5 in F group. F: fetuses before breathing.

# Supplementary material for: Transcription Profiles of Endothelial Cells in the Rat Ductus Arteriosus during a Perinatal Period
**Source:** PLoS One. 2013 Sep 27;8(9):e73685. doi: 10.1371/journal.pone.0073685
**Supplement:** Table S2 — The genes that have p <0.001 but range between 0.5< Fold change<2.0 in N.

**Table S2 The genes that have *p*<0.001 but range between 0.5< Fold change<2.0 in N**

| Probe | mRNA | Gene | Fold change | *p* value |
| --- | --- | --- | --- | --- |
| set ID | Description | Symbol | DA/Ao | DA vs Ao |
| 10745637 | matrix metallopeptidase 28 | Mmp28 | 0.53 | 7.63E-04 |
| 10703144 | ribosomal protein S6 kinase polypeptide 2 | Rps6ka2 | 0.55 | 9.72E-04 |
| 10847260 | protein tyrosine phosphatase, receptor type, J | Ptprj | 0.57 | 4.22E-04 |
| 10769621 | uridine-cytidine kinase 2 | Uck2 | 0.57 | 8.63E-04 |
| 10735578 | ATPase, Ca++ transporting, ubiquitous | Atp2a3 | 0.59 | 1.16E-04 |
| 10810570 | exocyst complex component 3-like | Exoc3l | 0.62 | 6.86E-04 |
| 10731025 | similar to Protein KIAA1914 | Afap1l2 | 0.63 | 6.10E-04 |
| 10889388 | ring finger protein 144A | Rnf144a | 0.64 | 5.93E-04 |
| 10829993 | platelet receptor Gi24 | MGC112715 | 0.65 | 7.63E-05 |
| 10716803 | utrophin | Utrn | 0.65 | 3.41E-04 |
| 10903459 | Kruppel-like factor 10 | Klf10 | 0.66 | 2.78E-04 |
| 10918092 | protein inhibitor of activated STAT, 1 | Pias1 | 0.71 | 8.95E-04 |
| 10815636 | similar to muscleblind-like 1 | Mbnl1 | 0.75 | 5.52E-04 |
| 10897096 | gasdermin D | Gsdmd | 0.77 | 5.34E-04 |
| 10785964 | dedicator of cytokinesis 9 | Dock9 | 0.77 | 5.62E-04 |
| 10777928 | LIM domain kinase 2 | Limk2 | 0.78 | 6.38E-04 |
| 10906882 | adenylate cyclase 6 | Adcy6 | 0.84 | 5.13E-04 |
| 10938446 | melanoma antigen, family D, 1 | Maged1 | 1.12 | 8.38E-04 |
| 10935928 | ribosomal protein L28 | Rpl28 | 1.19 | 8.88E-04 |
| 10724967 | dickkopf homolog 3 (Xenopus laevis) | Dkk3 | 1.22 | 3.16E-04 |
| 10820282 | versican (Vcan), transcript variant 1 | Vcan | 1.40 | 3.52E-05 |
| 10871540 | leucine proline-enriched proteoglycan (leprecan) 1 | Lepre1 | 1.42 | 8.75E-04 |
| 10728164 | protein phosphatase 2, regulatory subunit B', beta isoform | Ppp2r5b | 1.54 | 7.22E-04 |
| 10908751 | opioid binding protein/cell adhesion molecule-like (Opcml) | Opcml | 1.66 | 8.75E-04 |
| 10905988 | similar to Cadherin EGF LAG seven-pass G-type receptor 1 precursor | Celsr1 | 1.87 | 6.13E-04 |
| 10880163 | similar to CG9047-PA, isoform A | Nkain1 | 1.89 | 9.17E-05 |
| 10912174 | ADAM metallopeptidase with thrombospondin type 1 motif, 7 | Adamts7 | 1.94 | 6.91E-04 |

Twenty seven genes shows a significant difference by *p* values (*p*<0.001) between DA and Ao though their fold change were neither more than 2 or less than 0.5 in N group. N: neonates obtained 30 minutes after breathing.

How the deposited data were processed for this re-analysis (not part of the article)

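RNA of ECs sorted as CD31-positive and CD45-negative cells from the DA and the aorta of fetuses (F) and of neonates after breathing (N) was hybridized by the authors to 12 Rat Gene 1.0 ST arrays, 3 per group. The deposited values are log2 signals per probe set, summarised and normalized by the authors before deposition, and the method is not given in the sources used here. Each array holds RNA pooled from many litters, so that a replicate is a pool. The number of arrays limits the precision. The medians of the arrays were close to each other, and no further normalization was applied.

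The table held 26468 probe sets. Gene symbols came from the platform's table and were updated through the RefSeq annotation. 15307 probe sets carried 1 symbol, 323 several and 10838 none. A probe set was tested when its mean over the 12 arrays reached that of the lys spike, which left out 7778 and kept 18690, 11951 of them with 1 gene symbol. A gene list used 1 probe set per gene, the one printed in the paper's tables or otherwise the brightest.

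The values were fitted with limma 3.58.1 in R 4.3.3, with 1 mean per group. The contrasts were the DA against the aorta in F, in N and over both stages, N against F in the DA and in the aorta, and the difference of the vessel contrast between N and F. Calls were made at an adjusted p under 0.05 by Benjamini-Hochberg, with and without a fold of at least 2. Before the data were examined, 26 gene lists were fixed and tested with camera at a preset inter-gene correlation of 0.01, and also with an estimated correlation. A call that ended under the latter setting need not have ended through a higher correlation. For prostaglandin and vasoactive genes over both stages the estimate was -0.00829, below the preset value, and the call still ended. The test fry, planned as well, asks whether a list moves on balance one way and does not compare it with other genes. It called 11 of the 16 lists camera called in F, 12 of the 16 lists camera called in N and 13 of the 15 lists camera called over both stages, and between N and F 1 of the 5 lists camera called in the DA, the glucocorticoid-responsive genes, 0 of the 5 lists camera called in the aorta and 0 of the 2 lists camera called for the difference of the vessel contrast. In F and over both stages it also called mesothelial and epicardial markers, which camera did not. The lists covered Notch, Wnt and BMP signalling genes, Schwann cell and paraganglion genes, anterior Hox genes (paralog groups 1 to 4), arterial endothelial identity, cardiomyocyte genes, cell adhesion and plasmin system genes, cell cycle genes, endothelial markers, epithelial-to-mesenchymal transition genes, erythroid genes, fibroblast and matrix genes, glucocorticoid-responsive genes, heat shock genes, hypoxia-responsive genes, immediate early genes, inflammatory endothelial genes, leukocyte genes, mesothelial and epicardial markers, neural crest genes, oxidative stress genes, posterior Hox genes (paralog groups 5 to 10), prostaglandin and vasoactive genes, retinoid metabolism genes, second heart field genes, smooth muscle contractile genes and venous and lymphatic endothelial markers. Of the 427 genes on the lists, 53 had no named probe set, among them Hoxb5, Ednra and Aldh1a7, which were not analysed here. The values of some single genes are not reported here.

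The genes named were, by a rule set before the data were examined, those the paper's text and its Tables 4 and 6 name, whose values in its tables had been read, the 10 largest rises and falls among called genes with separated groups, and up to 4 members of each list. Further list members, and the genes of Tables S1 and S2 that are named, were chosen after their values were seen.

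The replicate numbers were tested for pairing from the deviations of each array from its group's mean. Arrays with the same number correlated across genes at 0.5393 to 0.82 for replicate 1, 0.1025 to 0.3012 for replicate 2 and 0.3928 to 0.7352 for replicate 3, against -0.8874 to 0.3678 for different numbers, and genes are not independent replicates. The replicate number was therefore also fitted as a block. What the numbers stand for is not given in the sources used here. The paper counts litters per developmental group, so DA and aorta arrays of a stage may share litters. Whether the numbers mark such shared litters was not tested.

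The procedure was tested on simulated data with 18690 genes and changes set by design in F. At a log2 change of 2, 64 of 66 genes were called (97%), at 1, 53 of 67 (79.1%), and at 0.5, 10 of 67 (14.9%), with 7 false calls, and 0 genes were called in the unchanged N comparison. With the second heart field list moved, that list was called and 0 of the other 25 lists were. On the simulated data the replicate block recovered fewer genes than the main fit, 48 of 67 at a log2 change of 1. On the deposited data it called more in F, 1951 probe sets against 705. The simulation thus does not show how limma and camera behave under the replicate correlation of the deposited data.

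The alternatives set before the data were examined were no filter, a filter 1 log2 unit above the lys spike, a filter on any group mean, a further quantile normalization, median centring, log2(value + 16), the replicate block, a variance trend, array weights, only the groups compared, the methods' t-test, the mean of a gene's probe sets, an estimated correlation, and the omission of each array. The default estimator of the array weights stopped before convergence, and weights estimated gene by gene were added after that was seen. The lys spike as a floor on every array, the omission of replicate 1 and the replicate block with an estimated correlation were also added after the data were seen. The enrichment analysis of the paper and its qRT-PCR were not analysed here.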

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

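The tests of the lys filter, of the background, of the share of endothelial cells, of carried-over cells, of the array batch and of handling, with their cutoffs, were chosen only after the result was seen. The counts over other splits of the arrays were set after the data were examined and before the split results were seen, and the smooth muscle and glucocorticoid lists were picked for them because camera had called them.

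Genes outside those the paper discusses differed between the vessels by more than 2-fold. Of 245 probe sets called with a fold of at least 2 over both stages, 79 were below the lys spike on at least 1 array. Among them Tbx20, a T-box factor, had a log2 fold change of 3.73 over both stages, Sema3a, a guidance molecule, of 3.441, Dkk2, a Wnt modulator, of -3.035, Il33, a cytokine, of -2.876, and the trunk patterning genes Hoxb9 and Hoxa7 of -2.729 and -2.393 (limma, 6 DA and 6 aorta arrays).

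Of 153 named probe sets at least 2-fold apart in both F and N, 41 are absent from Tables 2 and 3, 8 higher and 33 lower in the DA. All of the absent ones (100%) lay below the lys spike on at least 1 array and 0 of those in the tables did, so a floor at the lys spike on every array is a candidate explanation for the absence. 10 of them lay below it on DA F replicate 1 alone. Signals near the background stay open, since the brighter vessel's mean was above the mean lys signal by as little as 1.13 log2 units, less than the spread of the lys signal over the arrays (3.409 to 6.174). That the genes differ between the vessels as a biological matter stays open and was not tested further.

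Erythroid and immediate early genes shifted by camera in the difference of the vessel contrast between N and F. For 5 erythroid genes such as Hbb, the test of the difference of the vessel contrast between N and F gave an adjusted p of 2.55e-07 (camera, down, median log2 difference -0.57, 5 of 5 genes below 0), 0.0364 with an estimated correlation and 4.69e-09 to 0.464 over the alternatives, the call ending only at the highest, with the estimated correlation and the replicate number as a block together, chosen after the data were seen. For 20 immediate early genes such as Nr4a1 it was 1.5e-06 (up, median 0.16, 18 above 0), 0.294 with an estimated correlation, which ends the call, and 8.95e-10 to 0.714 over the alternatives. No member of either list was called over all probe sets for that difference, and fry called neither list (adjusted p = 0.239 and 0.553). No explanation was tested.

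Smooth muscle contractile genes shifted up in the DA as a group over both stages, 6 of 15 being higher, with a median log2 fold change of 0.378 and a call that ended with an estimated correlation (0.129), although the cells had been sorted as CD31-positive, which would remove smooth muscle cells. The brightest of them, Csrp1 and Acta2, had mean log2 signals of 11.7 and 10.73 over the 12 arrays, and Acta2 and Tagln also stand in the EMT list. A lower share of endothelial cells in the DA sorts and expression by the ECs cannot be told apart. Cells carried over from the DA's muscle would be a form of the former. Of 31 smooth muscle and fibroblast genes, 11 were higher and 4 lower. Endothelial markers shifted down (camera, adjusted p = 0.00197, 0.147 with an estimated correlation, which ends the call, and 0.000194 to 0.233 over the alternatives). The smooth muscle list had 2 lower genes and an interquartile range of 0.635, and no smooth muscle of either vessel was hybridized to the arrays. By qRT-PCR the paper found Tie2 higher, and γ2-actin and Ednra lower, in CD31-positive than in CD31-negative cells, and concluded that its ECs were pure. Those values do not compare the DA sorts with the aortic sorts. On the arrays Actg2, the gene of γ2-actin, was higher in the DA. A batch that adds the same to all arrays of a replicate number is excluded by the design, since each number occurs once in every group and it cancels in the contrast, while one that acts unevenly on the groups stays open, as the block leaves the fold changes as they were (camera adjusted p of 0.00231, in a range from 6.89e-05 to 0.212 over the alternatives). The splits of the arrays over both stages were capped at 100, and 1 of those fitted, the real one, reached a camera −log10 p of 3.91. This was a share under 0.05 by a narrow margin (highest other 3.73). The 15 fitted splits that part all 6 pairs of equal replicate number, the highest other among them, are too few for such a share. The cap left other splits of that kind unfitted, so that comparison was not decided.

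Glucocorticoid-responsive genes shifted up in N against F in the DA as a group, with a median log2 fold change of 0.289 and 13 of 14 genes above 0. A batch that adds the same to all arrays of a replicate number cancels in N against F by the design as well, and one that acts unevenly stays open, as the block leaves the fold changes as they were (camera adjusted p of 3.9e-09, in a range from 3.78e-13 to 0.193 over the alternatives, the call ending at the highest, with the block and an estimated correlation together). The 10 splits of the 6 arrays are too few for a share under 0.05, with a camera −log10 p of 10.3 for the real split and 3.92 for the highest other, 1 of 10 as large. A handling response that differs between the N and F preparations cannot be told apart, since the immediate early genes, with a median of 0.077 (SD 0.262) in the DA (17 of 20 above 0, called up by camera at an adjusted p of 0.000183, 0.466 with an estimated correlation and 9.54e-07 to 0.833 over the alternatives) and of -0.045 in the aorta (13 of 20 below 0), do not decide it. A response to birth, which separates N from F, stays open as untested.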

How the results depend on the processing

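The array weights estimated gene by gene, the lys spike as a floor on every array (alone or with the t-test of unequal variances), the block with an estimated correlation and the omission of replicate 1 were chosen after the data were seen, and the other alternatives before the data were examined. Tbx20, Slc38a1, Sema3a, Capn6, Lrat, Anpep, Gpr126 and Sfrp2 kept their calls over both stages without any single array. Of 14931 values of named genes under the alternatives, 14022 stayed on the same side of the threshold, 653 lost and 256 gained a call, and 0 called values changed sign, while 67 not called did. Of 2856 values of gene lists, 2709 stayed on the same side, 96 lost and 47 gained a call and 4 were reversed. Of 476 counts, 400 were within 1.5 times. The causes of the changes below were not tested, except that fewer arrays or probe sets were tested where an alternative leaves them out. Values in brackets are adjusted p-values from camera.

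Without a filter, the lists that gained a call in N against F in the DA were smooth muscle contractile genes (up, 0.0463), fibroblast and matrix genes (up, 0.0403) and hypoxia-responsive genes (up, 0.0403). Inflammatory endothelial genes (down, 0.0551) and venous and lymphatic endothelial markers (up, 0.0659) lost the call in N against F in the aorta. Heat shock genes (up, 0.0128) gained a call in the difference of the vessel contrast between N and F. Under the stricter filter, 1 list gained a call in the vessels over both stages, mesothelial and epicardial markers (up, 0.00114). Notch, Wnt and BMP signalling genes (down, 0.0369) gained a call in N against F in the DA. Inflammatory endothelial genes (down, 0.142) lost the call in N against F in the aorta. Where any group mean had to reach the lys spike, 1 list gained a call in the difference of the vessel contrast between N and F, heat shock genes (up, 0.0289). After a further quantile normalization, the lists that lost the call in N against F in the aorta were venous and lymphatic endothelial markers (up, 0.0658), heat shock genes (down, 0.0658) and inflammatory endothelial genes (down, 0.0916). After median centring, 1 list lost the call in N against F in the aorta, inflammatory endothelial genes (down, 0.0548). Heat shock genes (up, 0.0112) gained a call in the difference of the vessel contrast between N and F. On the scale log2(value + 16), probe sets at least 2-fold lower in the DA numbered 88 in N and probe sets called numbered 2 for N against F in the DA. Heat shock genes (up, 0.0392) gained a call in the difference of the vessel contrast between N and F. With the replicate number as a block, probe sets higher in the DA numbered 737 in F, 558 in N and 1441 for the vessels over both stages, probe sets lower in the DA numbered 1214 in F, 800 in N and 1886 for the vessels over both stages and probe sets called numbered 10 for N against F in the DA and 3 for N against F in the aorta. Inflammatory endothelial genes (down, 0.135) lost the call in N against F in the aorta. Heat shock genes (up, 0.00362) gained a call in the difference of the vessel contrast between N and F. With a variance trend, probe sets called numbered 2 for N against F in the DA. With array weights, whose default estimator stopped before convergence, probe sets higher in the DA numbered 864 in F, probe sets lower in the DA numbered 1604 in F and probe sets called numbered 2436 for N against F in the aorta. Mesothelial and epicardial markers (up, 0.036) and venous and lymphatic endothelial markers (down, 0.0204) gained a call in the vessels over both stages. Venous and lymphatic endothelial markers (up, 0.211) lost the call in N against F in the DA. Heat shock genes (down, 0.484), inflammatory endothelial genes (down, 0.0573), cell cycle genes (down, 0.916) and venous and lymphatic endothelial markers (up, 0.916) lost the call in N against F in the aorta. Posterior Hox genes (down, 0.0149) and immediate early genes (down, 0.0342) gained a call in N against F in the aorta. With an estimated inter-gene correlation, the lists that lost the call in the vessels over both stages were endothelial markers (down, 0.147), arterial endothelial identity (down, 0.181), smooth muscle contractile genes (up, 0.129), fibroblast and matrix genes (up, 0.181), posterior Hox genes (down, 0.0926), second heart field genes (up, 0.0882), neural crest genes (up, 0.429), epithelial-to-mesenchymal transition genes (up, 0.0926), prostaglandin and vasoactive genes (down, 0.0882), hypoxia-responsive genes (up, 0.328), immediate early genes (down, 0.0926), glucocorticoid-responsive genes (down, 0.0926), heat shock genes (down, 0.429), inflammatory endothelial genes (down, 0.0926) and cell cycle genes (up, 0.311). Immediate early genes (up, 0.466), cell cycle genes (down, 0.754) and venous and lymphatic endothelial markers (up, 0.754) lost the call in N against F in the DA. Glucocorticoid-responsive genes (up, 0.134), heat shock genes (down, 0.992), inflammatory endothelial genes (down, 0.992), cell cycle genes (down, 0.992) and venous and lymphatic endothelial markers (up, 0.992) lost the call in N against F in the aorta. Immediate early genes (up, 0.294) lost the call in the difference of the vessel contrast between N and F. With only the 2 groups compared in the fit, probe sets higher in the DA numbered 140 in N, probe sets lower in the DA numbered 178 in N and probe sets called numbered 0 for N against F in the DA. Inflammatory endothelial genes (down, 0.0918) and venous and lymphatic endothelial markers (up, 0.081) lost the call in N against F in the aorta. By the methods' t-test, probe sets called numbered 7 for N against F in the DA and 1 for N against F in the aorta. By the methods' t-test after Benjamini-Hochberg adjustment, probe sets higher in the DA numbered 29 in F and 20 in N, probe sets lower in the DA numbered 38 in F and 24 in N, probe sets at least 2-fold higher in the DA numbered 23 in F, 16 in N and 6 in both F and N, probe sets at least 2-fold lower in the DA numbered 23 in F, 14 in N and 6 in both F and N and probe sets called numbered 0 for N against F in the DA. By the methods' t-test on linear intensities, probe sets called numbered 4 for N against F in the DA and 1 for N against F in the aorta.

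With array weights estimated gene by gene, chosen after that, probe sets higher in the DA numbered 441 in F, 915 in N and 1240 for the vessels over both stages, probe sets lower in the DA numbered 859 in F, 1162 in N and 1738 for the vessels over both stages and probe sets called numbered 20 for N against F in the DA and 3 for N against F in the aorta. Smooth muscle contractile genes (up, 4.73e-06) and hypoxia-responsive genes (up, 0.0143) gained a call in N against F in the DA. Heat shock genes (down, 0.635), cell cycle genes (down, 0.722) and venous and lymphatic endothelial markers (up, 0.722) lost the call in N against F in the aorta. Posterior Hox genes (down, 0.0149) and immediate early genes (down, 0.0373) gained a call in N against F in the aorta. Smooth muscle contractile genes (up, 0.00482), glucocorticoid-responsive genes (up, 0.00196) and cell cycle genes (down, 0.0118) gained a call in the difference of the vessel contrast between N and F. With the lys spike as the floor on every array, probe sets at least 2-fold lower in the DA numbered 93 in F, 75 in N, 84 for the vessels over both stages and 65 in both F and N. Mesothelial and epicardial markers (up, 0.011) and cardiomyocyte genes (down, 0.0363) gained a call in the vessels over both stages. Posterior Hox genes (up, 0.299) turned to the opposite direction in the vessels over both stages. Venous and lymphatic endothelial markers (up, 0.128) lost the call in N against F in the DA. Notch, Wnt and BMP signalling genes (down, 0.0284) gained a call in N against F in the DA. For N against F in the aorta, venous and lymphatic endothelial markers (up, 0.28) lost the call. With that floor and the methods' t-test with unequal variances, probe sets at least 2-fold lower in the DA numbered 93 in F, 75 in N, 86 for the vessels over both stages and 63 in both F and N and probe sets called numbered 4 for N against F in the DA and 1 for N against F in the aorta. Over probe sets with a gene symbol alone, under that floor and test, probe sets at least 2-fold lower in the DA numbered 69 in F, 50 in N, 59 for the vessels over both stages and 41 in both F and N and probe sets called numbered 2 for N against F in the DA. With the block and an estimated correlation together, the lists that lost the call in the vessels over both stages were endothelial markers (down, 0.233), arterial endothelial identity (down, 0.356), smooth muscle contractile genes (up, 0.212), fibroblast and matrix genes (up, 0.338), posterior Hox genes (down, 0.205), second heart field genes (up, 0.205), neural crest genes (up, 0.355), epithelial-to-mesenchymal transition genes (up, 0.205), prostaglandin and vasoactive genes (down, 0.205), hypoxia-responsive genes (up, 0.205), immediate early genes (down, 0.205), glucocorticoid-responsive genes (down, 0.205), heat shock genes (down, 0.205), inflammatory endothelial genes (down, 0.205) and cell cycle genes (up, 0.212). Erythroid genes (down, 0.351), immediate early genes (up, 0.833), glucocorticoid-responsive genes (up, 0.193), cell cycle genes (down, 0.833) and venous and lymphatic endothelial markers (up, 0.833) lost the call in N against F in the DA. Glucocorticoid-responsive genes (up, 0.581), heat shock genes (down, 0.731), inflammatory endothelial genes (down, 0.946), cell cycle genes (down, 0.946) and venous and lymphatic endothelial markers (up, 0.946) lost the call in N against F in the aorta. Erythroid genes (down, 0.464) and immediate early genes (up, 0.714) lost the call in the difference of the vessel contrast between N and F. Leaving out all 4 arrays of replicate 1, probe sets higher in the DA numbered 176 in F and 143 in N, probe sets lower in the DA numbered 229 in N and probe sets called numbered 2 for N against F in the DA. Mesothelial and epicardial markers (up, 0.0426) gained a call in the vessels over both stages. Venous and lymphatic endothelial markers (up, 0.235) lost the call in N against F in the DA. Inflammatory endothelial genes (down, 0.667), cell cycle genes (down, 0.478) and venous and lymphatic endothelial markers (up, 0.194) lost the call in N against F in the aorta. Glucocorticoid-responsive genes (up, 0.0269) gained a call in the difference of the vessel contrast between N and F.

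Without single arrays or the 4 arrays of replicate 1, probe sets higher in the DA in F numbered 176 (without the 4 arrays of replicate 1) to 289 (without DA N replicate 1), probe sets lower in the DA in F numbered 280 (without aorta F replicate 2) to 477 (without DA N replicate 3), probe sets higher in the DA in N numbered 141 (without DA N replicate 2) to 233 (without aorta F replicate 1), probe sets lower in the DA in N numbered 177 (without DA N replicate 2) to 350 (without aorta F replicate 1) and probe sets called for N against F in the DA numbered 0 (without aorta F replicate 2) to 4 (without DA F replicate 1). The arrays whose omission moved a count by over 1.5 times, or to 0, were aorta F replicate 2 (280) for probe sets lower in the DA in F, aorta F replicate 2 (0), aorta F replicate 3 (0), DA F replicate 1 (4), DA F replicate 2 (0), DA F replicate 3 (0), aorta N replicate 1 (0), aorta N replicate 2 (0), DA N replicate 1 (0) and DA N replicate 2 (0) for probe sets called in N against F in the DA, aorta F replicate 3 (183) for probe sets higher in the DA in F, aorta N replicate 1 (156), aorta N replicate 2 (150) and DA N replicate 2 (141) for probe sets higher in the DA in N and aorta N replicate 1 (188), aorta N replicate 2 (221) and DA N replicate 2 (177) for probe sets lower in the DA in N. For the lists whose call changed in any of these omissions, the lowest and highest adjusted p follow. The vessels over both stages gave mesothelial and epicardial markers from 0.0426 (without the 4 arrays of replicate 1) to 0.103 (without aorta F replicate 2) and neural crest genes from 0.0026 (without aorta N replicate 3) to 0.073 (without DA N replicate 3). N against F in the DA gave venous and lymphatic endothelial markers from 4.54e-05 (without aorta F replicate 2) to 0.305 (without DA F replicate 1), smooth muscle contractile genes from 0.0184 (without DA N replicate 3) to 0.894 (without DA N replicate 2), cardiomyocyte genes from 0.0343 (without DA N replicate 3) to 0.846 (without the 4 arrays of replicate 1), anterior Hox genes from 0.0109 (without DA N replicate 1) to 0.954 (without DA N replicate 2), hypoxia-responsive genes from 0.0184 (without DA N replicate 3) to 0.658 (without DA N replicate 2), oxidative stress genes from 0.0487 (without DA N replicate 3) to 0.986 (without DA F replicate 2), inflammatory endothelial genes from 0.00224 (without DA F replicate 3) to 0.983 (without DA F replicate 1) and cell cycle genes from 2.12e-07 (without DA N replicate 1) to 0.169 (without DA F replicate 1). N against F in the aorta gave venous and lymphatic endothelial markers from 8.25e-14 (without aorta F replicate 2) to 0.954 (without aorta F replicate 1), posterior Hox genes from 0.0349 (without aorta N replicate 3) to 0.998 (without aorta N replicate 2), hypoxia-responsive genes from 0.0421 (without aorta N replicate 3) to 0.86 (without aorta N replicate 1), heat shock genes from 3.79e-05 (without aorta N replicate 1) to 0.985 (without aorta F replicate 1), inflammatory endothelial genes from 0.00339 (without aorta F replicate 3) to 0.667 (without the 4 arrays of replicate 1) and cell cycle genes from 1.87e-07 (without aorta F replicate 3) to 0.954 (without aorta F replicate 1). The difference of the vessel contrast between N and F gave venous and lymphatic endothelial markers from 0.0174 (without aorta F replicate 2) to 0.988 (without the 4 arrays of replicate 1), smooth muscle contractile genes from 0.0489 (without DA N replicate 3) to 0.986 (without DA N replicate 2), cardiomyocyte genes from 0.0489 (without DA N replicate 3) to 0.988 (without the 4 arrays of replicate 1), neural crest genes from 0.0489 (without DA N replicate 3) to 0.988 (without the 4 arrays of replicate 1), glucocorticoid-responsive genes from 0.0269 (without the 4 arrays of replicate 1) to 0.705 (without DA N replicate 2), heat shock genes from 0.000221 (without aorta N replicate 1) to 0.919 (without aorta F replicate 1) and cell cycle genes from 0.00361 (without aorta F replicate 1) to 0.986 (without DA N replicate 2). Venous and lymphatic endothelial markers in the difference of the vessel contrast, and heat shock and cell cycle genes between N and F in the aorta, were reversed in direction in 1 of these omissions, aorta F replicate 2 for the first and aorta F replicate 1 for the others.

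Counts of list members called over both stages (on all arrays in brackets) moved by over 1.5 times when 1 array was left out: hypoxia-responsive genes higher (6), 3 without any 1 array but DA F replicate 2, aorta N replicate 3 and DA N replicate 1; immediate early genes lower (7), 3 without aorta F replicate 2 and 4 without DA F replicate 3, aorta N replicates 1 and 2 and DA N replicates 2 and 3; glucocorticoid-responsive genes lower (6), 3 without aorta F replicate 2, DA F replicate 3 and aorta N replicates 1 and 2. In 12 other lists, counts of 0 to 3 moved by 1 to 3 genes.

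The signal of the lys spike limits what the lower genes can show, since it was between 4.53 and 6.174 log2 units on arrays of replicate 1, between 4.162 and 4.777 on those of replicate 2 and between 3.409 and 3.531 on those of replicate 3.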

Differences from the paper's values

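The alternatives with the lys spike as a floor on every array were chosen only after the values were seen, and the other tests before the data were examined.

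The paper's number of probe sets at least 2-fold lower in the DA is 65 in F, 52 in N and 43 in both, and 154, 139 and 112 were found here at limma's adjusted p under 0.05. Under none of the alternatives set before the data were examined did these counts come within 1.5 times of the paper's. With the lys spike as a floor on every array, chosen after seeing the values, they were 93 in F, 75 in N and 65 in both, the last still differing, and with the methods' t-test of unequal variances as well 93, 75 and 63. Over probe sets with a gene symbol alone they were 69, 50 and 41. The floor, with or without the limit to gene symbols, drops 0 of the 166 probe sets of Tables 2 and 3.

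Between N and F in the DA, the paper's number of genes at p under 0.05 is 178, against 375 by limma, at p under 0.05 with a fold of at least 2 it is 2, against 10, and at p under 0.01 it is 25, against 80. None of the alternatives set before the data were examined closed these gaps. With the floor on every array, chosen after seeing the values, the first was 229, and with the t-test of unequal variances as well the counts were 195, 4 and 29. Over probe sets with a gene symbol they were 163, 2 and 27, and neither drops any of the 25 genes of Table 4.

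At p under 0.001 with a fold under 2, the paper's number of genes is 34 in F and 27 in N, against 343 and 285 here by limma. The alternatives set before the data were examined did not close the gap, and the floor on every array with the t-test of unequal variances, chosen after seeing the values, gave 35 and 32, or 34 and 30 over probe sets with a gene symbol, and drops 0 of the 34 genes of Table S1 and 0 of the 27 of Table S2.

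The paper's number of probe sets excluded by the lys filter is 14944, against 7778 here by the mean over the arrays. The stricter filter, set before the data were examined, excluded 12207, within 1.5 times, and a floor on every array, chosen after seeing the values, excluded 14943 and none of the probe sets of Tables 2, 3, 4 and 6.

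Of 332 folds in Tables 2 and 3, 322 matched to 2 decimals, as did 61 of 61 in Tables S1 and S2, and 86 of 86 p-values of Tables 4, S1 and S2 were within 1.5 times of the methods' t-test with unequal variances. Of the rest, the paper's fold of Zfp462 in F is 4.52, against 3.16 here, that of Kif26b in F is 2.65, against 2.43 for the probe set of Table 2 and 2.57 for that of Table 6, that of Abcc4 in N is 0.44, against 0.468, and that of Rfk in N is 0.56, against 0.565. For Hoxa4, Bex4 and Gpc3 the paper's values of F and N are those found here for N and F.

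The paper places Slc38a1 and Lrat as the genes with the most significant difference at both stages, and Capn6 had a smaller adjusted p by limma here, 8.51e-08 in F, against 3.78e-06 for Slc38a1 and Lrat, and 2.75e-07 in N, against 1.04e-05 and 1.35e-05. By the methods' t-test Lrat had a smaller p than Capn6 in N, 1.55e-05 against 1.66e-05, or 2.45e-05 against 0.000185 on linear intensities, and not in F. Of the 25 genes of Table 4, 1 passed limma's adjusted test between N and F in the DA, Tbc1d30, and 3 did with the replicate block, Ctgf and Sik1 among them.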

Other observations

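The comparisons of real and other splits were set after the data were examined and before the split results were seen.

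Lists of cell cycle, hypoxia-responsive, immediate early, glucocorticoid-responsive and heat shock genes shifted between the vessels over both stages by camera at the preset correlation, and none with an estimated one, and fry called neither the cell cycle list (adjusted p = 0.0526) nor the heat shock list (0.0921). Among 17 cell cycle genes, the mitotic regulators Cdc20 and Plk1 were higher in the DA at 0.49 and 0.33, the call of Plk1 being lost without any 1 array but aorta F replicates 1 and 2, aorta N replicate 2 and DA N replicate 1 (0.0507 to 0.0735). Of that list 2 were higher, 0 were lower and 15 did not pass (5 higher and 0 lower when adjusted over the list alone; camera, up, adjusted p = 2.05e-05, 0.311 with an estimated correlation and 8.24e-08 to 0.311 over the alternatives). Of 22 hypoxia-responsive genes 6 were higher, 1 was lower and 15 did not pass (7 higher and 2 lower when adjusted over the list alone; camera, up, adjusted p = 0.00197, 0.328 with an estimated correlation and 0.00027 to 0.328 over the alternatives), the collagen hydroxylase P4ha2 being the lower one at -0.62. Among 20 immediate early genes 0 were higher, 7 were lower and 13 did not pass (0 higher and 11 lower when adjusted over the list alone; camera, down, adjusted p = 3.5e-07, 0.0926 with an estimated correlation and 1.01e-08 to 0.205 over the alternatives), with Nr4a3, an orphan nuclear receptor, lowest at -0.79. Among 14 glucocorticoid-responsive genes 0 were higher, 6 were lower and 8 did not pass (1 higher and 8 lower when adjusted over the list alone; camera, down, adjusted p = 0.000311, 0.0926 with an estimated correlation and 1.11e-05 to 0.205 over the alternatives), with Pdk4, a kinase that limits pyruvate oxidation, lowest at -0.91. Among 10 heat shock genes 0 were higher, 3 were lower and 7 did not pass (0 higher and 4 lower when adjusted over the list alone; camera, down, adjusted p = 0.0027, 0.429 with an estimated correlation and 0.000351 to 0.429 over the alternatives), with the small chaperone Hspb1 at -0.92. The count of 3 fell to 1 without DA F replicate 3, where Dnajb1 (0.0519) and Bag3 (0.0725) did not pass, and without DA N replicate 2 (0.0646 and 0.0732). With 1 array left out, the 6 higher hypoxia-responsive, 7 lower immediate early and 6 lower glucocorticoid-responsive genes fell to as few as 3 each.

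The mesothelial, cardiomyocyte, erythroid, leukocyte, Schwann cell, oxidative stress and signalling lists were not called by camera over both stages. Of 10 mesothelial and epicardial markers 4 were higher, 1 was lower and 5 did not pass (4 higher and 2 lower when adjusted over the list alone; camera, up, adjusted p = 0.0665), with Krt7, an epithelial keratin, at 0.90 and Gpm6a, a membrane glycoprotein, at -1.13, and 4 of the 5 called stand in Tables 2, 3 or 6, while fry called the list (adjusted p = 3.7e-05). Over both stages the second heart field, smooth muscle and fibroblast lists were called up and endothelial markers down at the preset correlation, and none with an estimated one (0.0882, 0.129, 0.181 and 0.147). Of 10 cardiomyocyte genes 0 were higher, 1 was lower and 9 did not pass (0 higher and 2 lower when adjusted over the list alone; camera, down, adjusted p = 0.523), namely Tnnt2, a cardiac troponin, at -0.70. Of 5 erythroid genes 1 was higher, 0 were lower and 4 did not pass (1 higher and 0 lower when adjusted over the list alone; camera, up, adjusted p = 0.985), with a test opposite in sign to the median and mean. Of 10 leukocyte genes 0 were higher, 1 was lower and 9 did not pass (0 higher and 1 lower when adjusted over the list alone; camera, down, adjusted p = 0.691), with Cd14, a receptor for lipopolysaccharide, at -0.57, a call lost without any 1 of DA F replicates 2 and 3 (0.0604 and 0.0532), aorta N replicate 1 (0.0581) and DA N replicate 2 (0.0646), and with a median of 0.004 opposite in sign to the mean of -0.07 and to the test. Of 7 Schwann cell and paraganglion genes 0 were higher, 0 were lower and 7 did not pass (0 higher and 0 lower when adjusted over the list alone; camera, down, adjusted p = 0.526). Of 12 oxidative stress genes 1 was higher, 0 were lower and 11 did not pass (2 higher and 3 lower when adjusted over the list alone; camera, down, adjusted p = 0.526), the higher one being the metallothionein Mt1 at 0.84. Of 23 Notch, Wnt and BMP signalling genes 5 were higher, 3 were lower and 15 did not pass (6 higher and 4 lower when adjusted over the list alone; camera, up, adjusted p = 0.364), with the Notch ligand Jag2 at -1.26 and the Wnt inhibitor Dkk1 at 1.12.

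In the aorta between N and F, glucocorticoid-responsive, cell cycle, heat shock, venous and inflammatory lists were called by camera at the preset correlation and none with an estimated one. Their adjusted p was 0.00165 for cell cycle genes (down), 0.0349 for heat shock genes (down), 0.0446 for venous and lymphatic markers (up) and 0.0446 for inflammatory genes (down), each 0.992 with an estimated correlation, the highest over the alternatives in each case with the lowest at 1.87e-07, 3.79e-05, 8.25e-14 and 0.00339, and fry called 0 of the 26 lists. With adjusted p in brackets, the call of cell cycle genes ended without aorta F replicate 1 (0.954) and aorta N replicate 3 (0.632), of heat shock genes without aorta F replicate 1 (0.985) and aorta N replicates 2 and 3 (0.174 and 0.977), of venous and lymphatic markers without aorta F replicates 1 and 3 (0.954 and 0.945), DA F replicate 2 (0.0562), aorta N replicates 2 and 3 (0.863 and 0.119) and DA N replicate 1 (0.0554) and of inflammatory genes without aorta F replicates 1 and 2 (0.507 and 0.285), DA F replicate 2 (0.0634), aorta N replicates 1 and 2 (0.319 and 0.292) and DA N replicates 1 and 2 (0.0554 and 0.0517).

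The difference of the vessel contrast between N and F called 0 probe sets by limma (smallest adjusted p = 1), with 174 at an unadjusted p under 0.05, and 0 with the replicate block. In F, 3476 probe sets had groups that did not overlap (18.6%), and in N 2857 (15.29%), against 10% for 3 against 3 arrays if they were exchangeable, which the pairing by replicate number contradicts. Between N and F the shares were 5.035% in the DA and 4.393% in the aorta.

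Other splits of the arrays were fitted in the same way. With 3 against 3 arrays, the 10 splits are too few for a share under 0.05, and the real split called 705 probe sets in F, 586 in N, 1 for N against F in the DA and 0 in the aorta, with 0 in the highest other split of each, so that 1, 1, 1 and 10 of 10 were as large. Over both stages, 2 of 100 splits, the real one with 1518 probe sets called included, were as large, a share under 0.05. The other called 2515 and parts 2 of the 6 pairs of equal replicate number, as did 37 splits that called 0. The number of pairs parted therefore does not by itself account for that count. It does not show which replicate numbers fell together in that split. Since arrays of the same number correlated, the replicate number stays open as a source of the count, and its cause was not tested. The 15 fitted splits that part all 6 pairs had 0 at most besides the real one but are too few for such a share. The splits over both stages were capped at 100, which left other splits of that kind unfitted. With the replicate number as a block, the real split called 1441 higher and 1886 lower.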
